# Myeloid transformation by *MLL*-*ENL* depends strictly on C/EBP

**DOI:** 10.26508/lsa.202000709

**Published:** 2020-11-03

**Authors:** Radoslaw Wesolowski, Elisabeth Kowenz-Leutz, Karin Zimmermann, Dorothea Dörr, Maria Hofstätter, Robert K Slany, Alexander Mildner, Achim Leutz

## Abstract

Chromosomal rearrangements of the mixed-lineage leukemia gene *MLL1* are the hallmark of infant acute leukemia. The granulocyte-macrophage progenitor state forms the epigenetic basis for myelomonocytic leukemia stemness and transformation by MLL-type oncoproteins. Previously, it was shown that the establishment of murine myelomonocytic *MLL*-*ENL* transformation, but not its maintenance, depends on the transcription factor C/EBPα, suggesting an epigenetic hit-and-run mechanism of MLL-driven oncogenesis. Here, we demonstrate that compound deletion of *Cebpa*/*Cebpb* almost entirely abrogated the growth and survival of *MLL*-*ENL*–transformed cells. Rare, slow-growing, and apoptosis-prone *MLL*-*ENL*–transformed escapees were recovered from compound *Cebpa*/*Cebpb* deletions. The escapees were uniformly characterized by high expression of the resident *Cebpe* gene, suggesting inferior functional compensation of C/EBPα/C/EBPβ deficiency by C/EBPε. Complementation was augmented by ectopic C/EBPβ expression and downstream activation of IGF1 that enhanced growth. *Cebpe* gene inactivation was accomplished only in the presence of complementing C/EBPβ, but not in its absence, confirming the *Cebpe* dependency of the *Cebpa*/*Cebpb* double knockouts. Our data show that *MLL*-transformed myeloid cells are dependent on C/EBPs during the initiation and maintenance of transformation.

## Abstract (precis)

This publication shows that C/EBP (CCAAT enhancer–binding protein) transcription factors are mandatory for maintaining the myeloid leukemic phenotype, suggesting a therapeutic option by interfering with the non-oncogenic C/EBP dependence.

## Introduction

Mixed-lineage leukemia (MLL) represents an aggressive pediatric cancer of the blood, with features of acute lymphoblastic leukemia and acute myeloid leukemia (AML). Chromosomal translocations at 11q23 are predominant in MLL and fuse the N-terminal part of the Trithorax-like MLL1/KMT2A methyltransferase to multiple partner proteins (Shilatifard, 2012; Slany, 2016). *MLL*-induced AML may originate from hematopoietic stem cells (HSCs) and/or an early progenitor state and involve the establishment of leukemic stem cells (LSCs) that maintain lineage plasticity and an intermediate lymphoid–myeloid immunophenotype (Daigle et al, 2011; Goardon et al, 2011; Chen et al, 2013; Krivtsov et al, 2013). Despite recent advances in understanding the molecular mechanism of the disease, therapy of *MLL* translocation-induced leukemia remains a clinical challenge.

The prevalent leukemic *MLL* translocations entail genes encoding components of the super elongation complex, including *ENL*, *AF9*, and *AF4*. Both MLL-ENL and MLL-AF4 represent potent fusion oncoproteins that experimentally transform murine bone marrow cells in vitro (Smith et al, 2011). Mechanistically, MLL fusion oncoproteins stimulate the expression of target genes, including critical genes of the HOXA cluster, by co-recruiting the DOT1L complex and by promoting DNA polymerase II pause release and the elongation phase of gene transcription (Okada et al, 2005; Krivtsov & Armstrong, 2007; Krivtsov et al, 2013). Deregulated expression of the MLL target genes *Hoxa9* and *Meis1* partially recapitulate leukemogenic self-renewal and eventually cause experimental leukemogenesis (Collins & Hess, 2016b).

C/EBP (CCAAT enhancer–binding protein) family members are transcription factors that may function as activators and repressors depending on the cellular and molecular context and the expression status of the C/EBP protein isoforms (Zahnow, 2002; Nerlov, 2004; Johnson, 2005). C/EBPα, a master regulator of granulocyte-macrophage progenitor (GMP) biology, is also of central importance to leukemic myelomonocytic transformation. C/EBPα controls the transition from common myeloid progenitors to GMPs and prevents exhaustion of the HSC compartment (Zhang et al, 2004). C/EBPα-deficient progenitors resist transformation by *MLL*-*ENL*, *MLL*-*AF9*, *MOZ*-*TIF2*, and *Hoxa9*/*Meis1*. Interestingly, after the establishment of *MLL*-*ENL* transformation, C/EBPα can be removed genetically, whereas the malignant phenotype persists (Ohlsson et al, 2014). These findings suggest that, in the presence of C/EBPα, a “hit-and-run”–type *MLL* transformation consolidates an epigenetic state that is maintained in the absence of the initial inducing transcription factor C/EBPα (Roe & Vakoc, 2014). Alternatively, other C/EBP family members that have not been examined or that have remained undetected may be involved in maintaining the myelomonocytic and transformed state.

Here, we considered the role of C/EBPβ in maintaining the myeloproliferative *MLL*-*ENL*–transformed state. Using a somatic genetics approach, we show that the viability and proliferation of *MLL*-*ENL*–transformed mouse myeloblasts were impaired by removing C/EBPβ and were almost entirely abrogated by compound deletion of the *Cebpa* and *Cebpb* genes. Strikingly, all of the few surviving *Cebpa*/*Cebpb*–deficient *MLL*-*ENL*–transformed clones consistently expressed C/EBPε. Our data suggest that both the initiation and the maintenance of *MLL*-*ENL* transformation depend on transcription factors of the C/EBP family and imply a therapeutic opportunity in interfering with the C/EBP dependency of *MLL* transformation.

## Results

### Removing C/EBPβ slows the growth of *MLL*-*ENL*–transformed cells

Experimentally induced murine leukemogenesis and acquisition of the LSC state by the *MLL*-*ENL*, *MLL*-*AF9*, and *MOZ*-*TIF2* oncogenes depend on C/EBPα that induces myeloid commitment, or in the absence of C/EBPα, on the alternative establishment of the GMP state (Ye et al, 2015). This suggests that establishment of the GMP phenotype is sufficient and subsequently epigenetically memorized, in concordance with transformation by *MLL*-*ENL*. However, the alternative induction of the GMP state in the absence of C/EBPα requires C/EBPβ (Hirai et al, 2006; Manz & Boettcher, 2014). This raises the possibility that C/EBPβ may be involved in maintaining the LSC state and the leukemic process.

To distinguish between these possibilities, murine fetal liver cells derived from conditional *Cebpb*^fl/fl^ or *Cebpa*^fl/fl^/*Cebpb*^fl/fl^ (designated WT^FL^) mice were retrovirally transformed by the *MLL*-*ENL* oncogene, as outlined in Fig 1A. Briefly, *MLL*-*ENL*–transduced liver cells were seeded in methylcellulose medium containing cytokines (IL-3, IL-6, and stem cell factor [SCF]), and the emerging transformed colonies were isolated after 10–14 d and expanded in cytokine-supplemented liquid medium. *MLL*-*ENL* transformation was evident by the stable growth of immortalized cells that could be propagated in the presence of IL-3. Cytofluorometric analysis showed that the majority of cells expressed myeloid lineage surface antigens (CD16/32 and CD11b), and that >25% of the transformed populations also expressed c-Kit, a marker of HSC and early progenitor cells (Fig S1A), suggesting a progenitor/GMP-type phenotype, in agreement with published data (Somervaille & Cleary, 2006). After myeloid cell transformation had been completed, MLL-ENL clones were treated with cell membrane-permeable recombinant TAT-Cre (Brown & Byersdorfer, 2017) to determine the biological effect of *Cebpb* gene deletion on transformation (Fig S1B). Fig 1B and C show that removing *Cebpb* from the *MLL*-*ENL*–transformed progenitors had little effect on total colony numbers; however, the secondary colonies derived from *MLL*-*ENL* C/EBPβ KO cells were smaller than the colonies derived from *MLL*-*ENL* cells with an intact *Cebpb* allele (Figs 1B and S1C). Cells derived from *Cebpb* KO cells showed decreased growth rates and diminished metabolism and viability in culture medium containing IL-3 (Fig 1C, cell counts and WST-1 to formazan conversion) as compared with the wild-type WT^FL^ *MLL*-*ENL*–transformed cells, in accordance with attenuated growth in semi-solid and liquid cultures. We conclude that, although *Cebpb* is not essential for the clonogenicity of *MLL*-*ENL*–transformed cells, it enhances their proliferation and viability.

**Figure 1.**
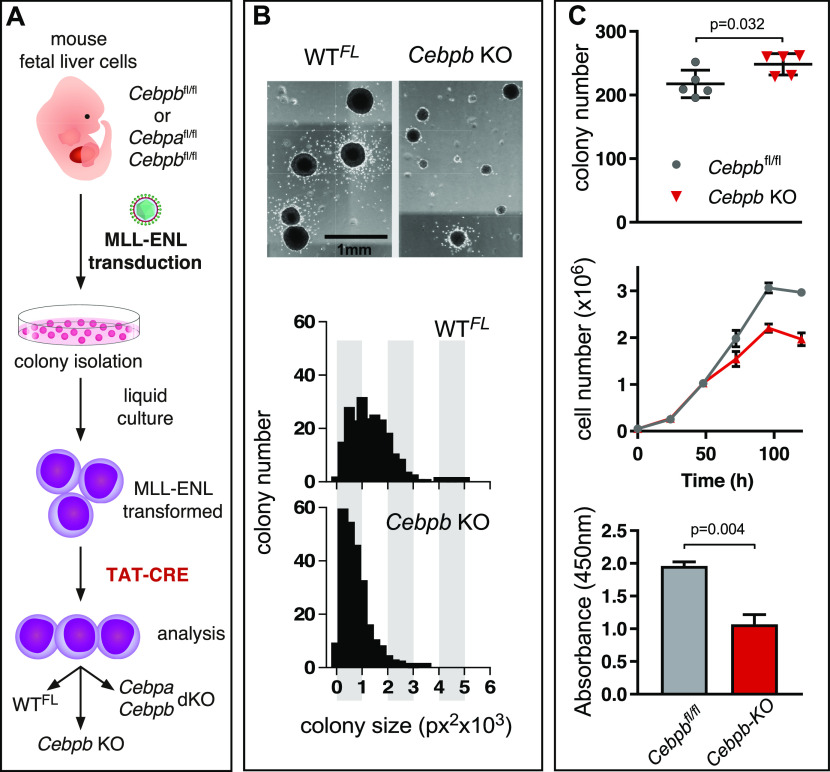
*Cebpb* Deletion in *MLL*-*ENL*–Transformed Cells. **(A)** Schematic illustration of murine tissue culture *MLL*-*ENL* leukemia model. Top to bottom: Murine fetal liver cells from WT^FL^ animals were transduced with *MLL*-*ENL* and selected with G418 for 14 d in liquid culture. Subsequently, the cells were seeded in semi-solid methylcellulose medium. Single colonies were isolated, expanded in liquid culture, and assessed for *MLL*-*ENL* integration. Next, the cells were treated with TAT-Cre recombinase to remove floxed *Cebp* alleles. Gene excision was determined by PCR (see Fig S1B). **(B)** Top: representative microscopic scans of semi-solid methylcellulose cultures with WT^FL^ and *Cebpb* KO colonies. Cells were seeded at a density of 5,000 cells per 35-mm well, and colonies were scored after 10 d. Bottom: colony size distribution (see also Fig S1C). **(C)** Top: WT^FL^ and *Cebpb* KO colonies in semi-solid methylcellulose medium. Middle: Growth curves of WT^FL^ and *Cebpb* KO colonies. Bottom: WST-1 assay showing the effect of *Cebpb* removal on *MLL*-*ENL*–transformed cells. Values are the mean ± SD (two-tailed Mann–Whitney U test, **P < 0.005).

**Figure S1.**
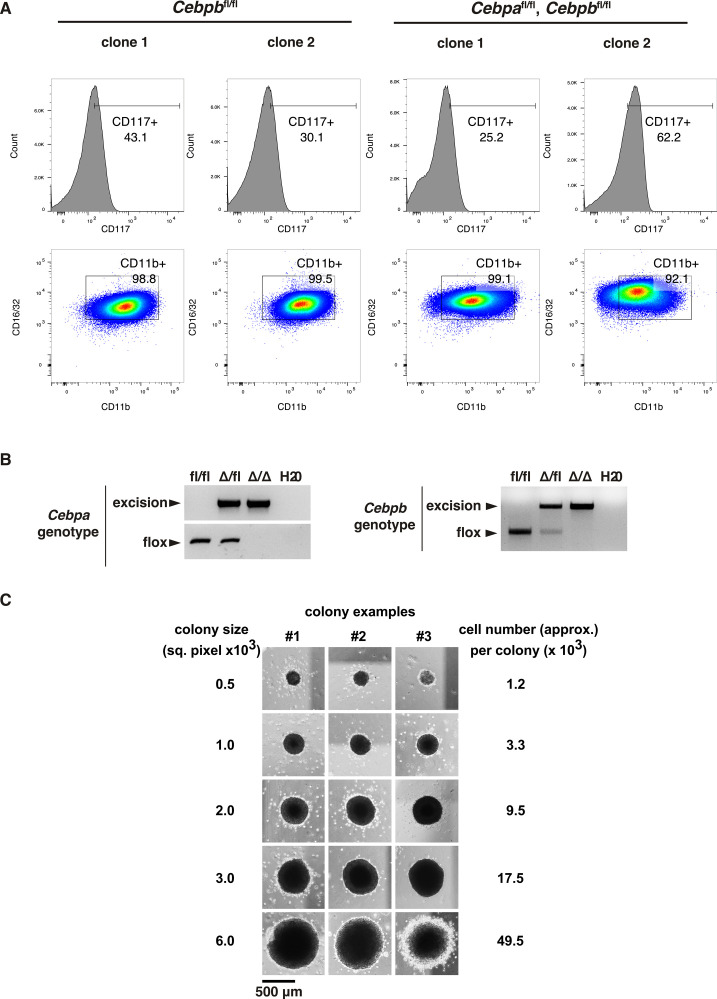
Myeloid Identity of *MLL*-*ENL*–Transformed Cells. **(A)** Flow cytometry profiles (c-Kit, CD16/32, CD11b) of *Cebpb*^fl/fl^ and *Cebpa*^fl/fl^/*Cebpb*^fl/fl^ *MLL*-*ENL*–transformed cells. **(B)** Removal of *Cebpa* and *Cebpb* genes from *MLL*-*ENL*–transformed cells, as indicated by representative genotyping results for the *Cebpa* and *Cebpb* deletion alleles detected by PCR. **(C)** Comparison of colony size distribution in semi-solid medium (in square pixel) indicating the calculated estimated cell number based on the colony size (right).

### Simultaneous deletion of *Cebpa*/*Cebpb* inhibits *MLL*-*ENL*–transformed cell proliferation

To generate compound *Cebpa*/*Cebpb* KO cells, two parental *Cebpa*^fl/fl^/*Cebpb*^fl/fl^ *MLL*-*ENL* clones were infected with a retrovirus encoding a conditional Cre recombinase, and *Cebp* allele deletion was monitored by PCR. Cre-mediated gene deletion was readily observed; however, even after prolonged Cre recombinase activation over 5 d, we failed to delete all four *Cebp* alleles over numerous attempts (data not shown). In an alternative approach, four parental *Cebpa*^fl/fl^/*Cebpb*^fl/fl^ MLL-ENL clones were treated with recombinant TAT-Cre, which also resulted in allelic Cebp heterozygosity (Brown & Byersdorfer, 2017). Clones with partial *Cebp* deletions were then pooled, expanded in mass culture (to ∼4 × 10^6^ cells), and re-treated with cell-permeable TAT-Cre recombinase to force deletion of the remaining *Cebpa*/*Cebpb* alleles. The final round of Cre treatment resulted in a widespread crisis of cell growth and cell death. All surviving cells were directly seeded in semi-solid medium for scoring potential *Cebpa*/*Cebpb* double KO (dKO) on a clonal basis. In total, 1,056 colonies (from ∼1,200 to 1,300 colonies) were isolated and examined for *Cebpa*/*Cebpb* deletion. Only 14 *Cebpa*/*Cebpb* dKO subclones from two mice (2 and 12 subclones, respectively) could be identified, suggesting that the transformed *MLL*-*ENL* cells were strongly dependent on *Cebpa*/*Cebpb* gene expression.

We next performed phenotypical analysis of WT^FL^, *Cebpb* KO, and *Cebpa*/*Cebpb* dKO cells by flow cytometry (Fig 2). We detected no differences in the frequencies of CD11b+ or Ly6C+ cells between the WT^FL^ and *Cebpb* KO cells, suggesting that the deletion of *Cebpb* was compatible with maintaining the progenitor phenotype. *Cebpb* KO cells, however, showed diminished development of mature Ly6G+ neutrophils, whereas differentiation into CD115+ monocytes or macrophages in vitro was unaffected (Fig 2A). In contrast, compound deletion of *Cebpa* and *Cebpb* led to reduced CD11b and Ly6C reactivity, indicating a more immature or neomorphic phenotype (Fig 2A). Accordingly, neither Ly6G+ neutrophils nor CD115+ monocytes or macrophages could be derived from the *Cebpa*/*Cebpb* dKO cells (Fig 2A). Analysis of the early and late apoptotic stages in the WT^FL^, *Cebpb* KO, and Cebpa/Cebpb dKO clones showed that deleting *Cebpb* and *Cebpa*/*Cebpb* partially and severely enhanced the apoptosis rate, respectively (Fig 2A, right). Next, we analyzed the cell proliferation rate by fluorescent CFSE dye dilution using flow cytometry. As shown in Fig 2B, cells from all genotypes were characterized by high proliferation rates. However, both single *Cebpb* and compound *Cebpa*/*Cebpb* dKO cells showed reduced proliferation as compared with the WT^FL^ cells.

**Figure 2.**
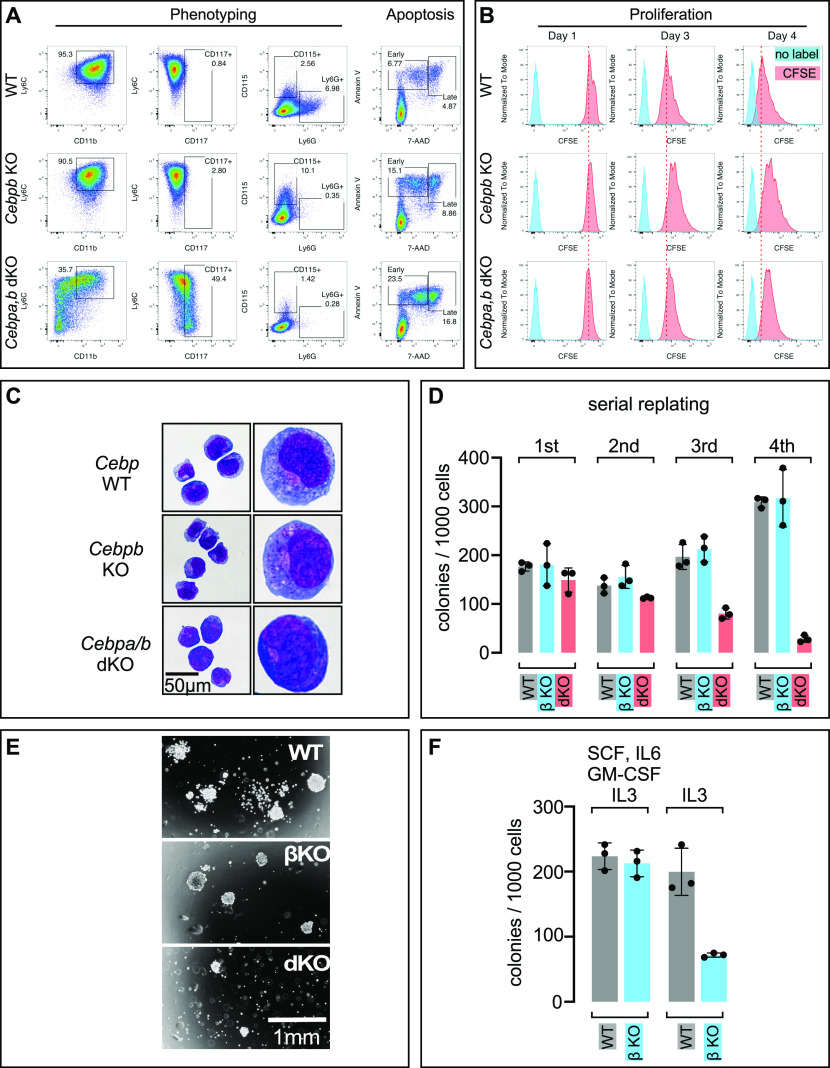
Characterization and comparison of *MLL*-*ENL*–transformed WT^FL^, C/EBPβ KO, and C/EBPα/C/EBPβ dKO cells. **(A)** Flow cytometric phenotyping of WT^FL^, *Cebpb* KO, and *Cebpa*/*Cebpb* dKO cells using CD11b, Ly6C, CD117, CD115, and Ly6G markers (left panel). Apoptosis was examined via annexin V staining in combination with 7-AAD (right panel). Two independent experiments were performed, yielding similar results. **(B)** Analysis of frequency of cell division using CFSE in flow cytometry. Cell types as in A and cells were analyzed 1, 3, and 4 d after CFSE loading. Two independent experiments were performed, yielding similar results. **(C)** Cytospins were prepared from exponentially growing cell types and stained with Giemsa/eosin. Micrographs were taken from small groups of cells (left) to show uniformity and from enlarged single cells (right) to show differences in subcellular features. **(D)** Serial replating in methylcellulose/Iscove’s DMEM supplemented with IL-3, stem cell factor, GM-CSF, and IL-6. Cells were seeded in triplicate, grown for 7 d, and colonies were counted before reseeding at 5,000 cells/well. Two independent experiments and for third and fourth replating three experiments were performed, yielding similar results. **(E)** Micrographs of colonies from fourth replating. **(F)** Cells from the third replating round were seeded in semi-solid medium supplemented with the complete cytokine cocktail or IL-3 only, as indicated. Colonies were counted after 7 d. Three independent experiments were performed, yielding similar results.

Histological staining of cytospins of WT^FL^, *Cebpb* KO, and *Cebpa*/*Cebpb* dKO cells are shown in Fig 2C. WT^FL^ cells characteristically exhibited a predominant monoblastic/myeloblastic appearance, sometimes with kidney-shaped nuclei, relatively pale cytoplasm, and few, mostly diffuse cytoplasmatic granules. *Cebpb* KO cells displayed a similar cytoplasm/nucleus ratio to WT^FL^ cells, with early monocytic/myelocytic appearance, some vacuoles, and most typically, azurophilic granules in the cytoplasm. The *Cebpa*/*Cebpb* dKO cells had a smaller cytoplasm/nucleus ratio, with more darkly stained cytoplasm and frequently hyposegmented nuclei. These data suggest that the different genotypes are also reflected in distinct early myelomonocytic phenotypes.

Comparative serial replating of the WT^FL^, *Cebpb* KO, and *Cebpa*/*Cebpb* dKO cells revealed a steady increase in the clonogenicity of the WT^FL^ and *Cebpb* KO cells and a decline in that of the *Cebpa*/*Cebpb* dKO cells (Fig 2D), suggesting enrichment for transformed stem cells in the WT^FL^ and *Cebpb* KO cells and the loss of stemness in the *Cebpa*/*Cebpb* dKO cells during replating. The characteristic heterogeneous appearance of the compact and disperse WT^FL^ colonies and more uniform, round, and compact *Cebpb* KO colonies was maintained during replating, whereas *Cebpa*/*Cebpb* dKO colonies continuously declined during replating and ceased growth beyond the fourth replating (Fig 2E). However, differences in the colony-forming capacity between the WT^FL^ and *Cebpb* KO cells became evident after partial withdrawal of cytokines (Fig 2F, growth in IL-3 medium), revealing that the *Cebpb* KO cells were more dependent on the standard cytokine mix (IL-3, SCF, IL-6, and GM-CSF) than the WT^FL^ cells.

### Endogenous C/EBPε compensates for C/EBPα and C/EBPβ deficiency in *MLL*-*ENL*–transformed cells

Related gene products may functionally compensate for distinct deleted genes, and obscure otherwise severe phenotypes. In particular, this can be observed in gene families that share evolutionarily conserved origins, such as the C/EBP family (El-Brolosy & Stainier, 2017). Therefore, we wondered about the compensatory mechanisms that may have occurred in the *Cebpa*/*Cebpb* dKO *MLL*-*ENL* clones to permit their survival. 

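RNA-seq libraries of clone #5 (mouse 1) and clone #13 (mouse 2) were analysed from the deposited table of normalized read counts per gene. For clone #5 these are 3 libraries each of the MLL-ENL-transformed WTFL cells, of the Cebpa/Cebpb dKO cells and of dKO cells complemented with LAP*, the long isoform of rat C/EBPβ. For clone #13 they are 3 libraries each of WTFL and dKO cells, so all LAP* results rest on clone #5. The labels state exogenous GFP for every dKO and dKO-LAP* library and for no WTFL library. Any difference between dKO and WTFL cells below can therefore hold an effect of the GFP vector as well as of the deletion. The table names the clones C1 and C2. Its columns matched the columns of Table S1 for clone #5 and clone #13 in 100.0% of the genes with at least 100 normalized reads, within 0.2%, and any other library matched in at most 1.64% of these genes. The authors aligned paired-end reads to mm10 with STAR, counted them per gene with HTSeq and divided the counts by DESeq2's size factor of each library. Each column holds whole multiples of 1 step, so the reads were recovered from it. The reads on genes numbered 9212237 to 13613500 in the WTFL libraries of clone #5 (median 11808377), 10316386 to 13066090 in its dKO libraries (median 11045071) and 11511667 to 12736441 in its dKO-LAP* libraries (median 12560260). They numbered 11484790 to 13263321 in the WTFL libraries of clone #13 (median 11894890) and 11640270 to 12618285 in its dKO libraries (median 11885279). The deposited values were compared as log2(normalized reads + 1) with limma, with 1 mean per group, 1 estimate of the spread over all 15 libraries and Benjamini-Hochberg adjustment. By the labels, the replicate numbers are time points of RNA isolation from a cell line. All p-values thus measure the spread between isolations, not between independent deletions, clones or mice. The test covered the 12673 genes with at least 10 normalized reads in at least 3 libraries, and an adjusted p under 0.05 counted as a call. A group in which no library had more than 3 reads of a gene was treated as lying at the floor, and folds against it are lower bounds that cover counting error only. Gene positions are those of the GENCODE vM21 annotation of mm10, and values are means ± SD of 3 libraries.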

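Cebpa lies on chromosome 7 from 35119293 to 35121928. It had 1101 ± 292 normalized reads in WTFL cells of clone #5 and 1963 ± 307 in those of clone #13, and every dKO library of both clones was listed at 0. Against the floor, Cebpa was at least 324-fold lower in dKO cells of clone #5 (adjusted p = 8.6e-13, limma) and at least 610-fold lower in those of clone #13 (adjusted p = 3.1e-13, limma). Cebpb lies on chromosome 2 from 167688915 to 167690418. It had 1454 ± 90.7 normalized reads in WTFL cells of clone #5 and 1467 ± 148 in those of clone #13, and again 0 in all dKO libraries. This made it at least 428-fold lower in clone #5 (adjusted p = 1.4e-15, limma) and at least 455-fold lower in clone #13 (adjusted p = 1.4e-15, limma).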

RNA sequencing (RNA-seq) analysis of two randomly chosen dKO clones derived from different animals confirmed the absence of *Cebpa* and *Cebpb* expression (Fig 3A). Strikingly, both dKO *MLL*-*ENL*–transformed clones showed up-regulated *Cebpe* gene expression, whereas *Cebpd* expression remained largely unchanged in the WT^FL^ and dKO cells. These data suggest that the activation of *Cebpe* may compensate for the loss of *Cebpa*/*Cebpb*. Accordingly, we examined all 14 recovered dKO clones for expression of the C/EBP family members by protein blotting. 

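Cebpe lies on chromosome 14 from 54710360 to 54712174. Its level rose from 408 ± 55.8 normalized reads in WTFL to 2107 ± 143 in dKO cells of clone #5, a log2 fold change of 2.37 (standard error 0.10, adjusted p = 8.0e-11, limma). In clone #13 it rose from 505.0 ± 10.5 to 2166 ± 51.9, a log2 fold change of 2.10 (standard error 0.10, adjusted p = 3.6e-10, limma). With each library left out in turn, these changes stayed between 2.31 and 2.48 in clone #5 and between 2.08 and 2.12 in clone #13. Cebpd, on chromosome 16 from 15887286 to 15891031, had 661 ± 123 normalized reads in WTFL and 1081 ± 164 in dKO cells of clone #5, a log2 fold change of 0.71 (standard error 0.13, adjusted p = 0.00056, limma). In clone #13 it had 764 ± 43.9 and 725 ± 79.8, and no difference was detected (adjusted p = 0.68, limma). The difference between these effects had an adjusted p of 0.0050 in limma, with a log2 value of -0.79. Cebpg and Cebpz were higher in dKO cells of clone #13, by 0.98 and 0.72 on the log2 scale (adjusted p = 0.00022 and 1.6e-06, limma). In clone #5 neither passed the threshold (adjusted p = 0.14 and 0.41, limma), and without dKO replicate 2 of clone #5 Cebpg did (adjusted p = 0.0059). Whether the gene Cebpz encodes the C/EBPζ protein of Fig 3B was not examined, so its RNA is not set against that blot. From the rise of Cebpe, the paper proposes that Cebpe activation may compensate for the loss of Cebpa and Cebpb.

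**Figure D1:**
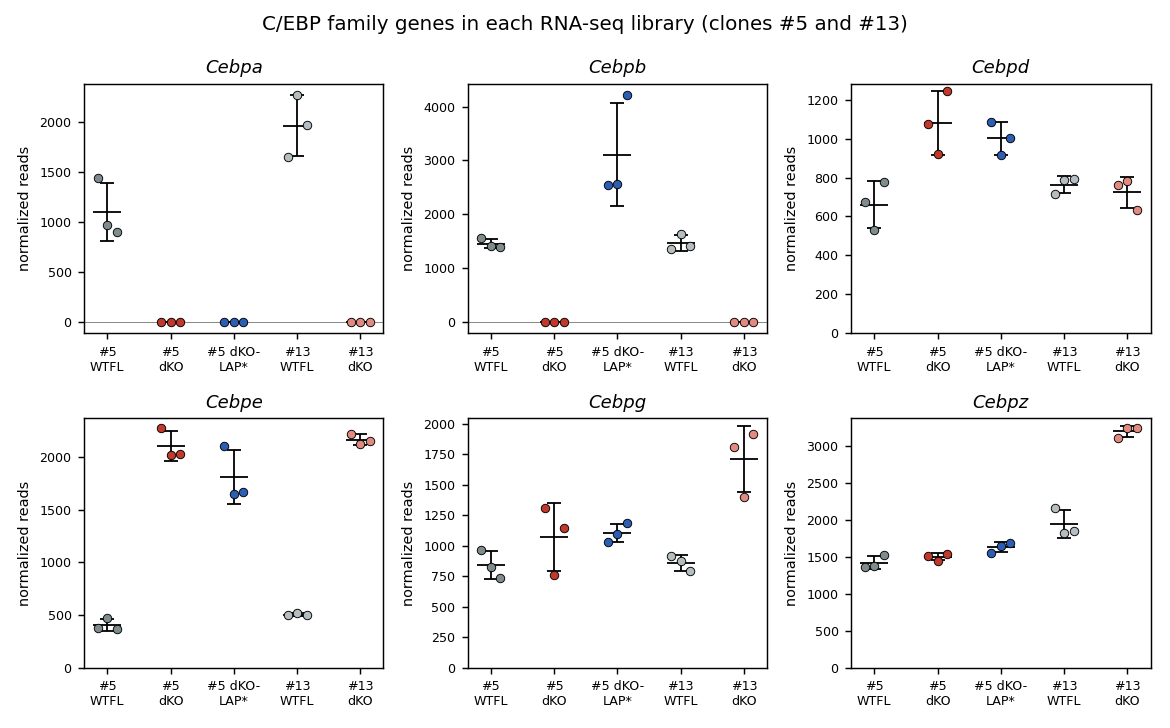
Normalized reads of Cebpa, Cebpb, Cebpd, Cebpe, Cebpg and Cebpz in each library, with points for libraries and bars for the mean ± SD of 3 libraries per group. Cebpe is higher in every dKO library than in every WTFL library of the same clone, while Cebpd rises in clone #5 alone.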

Fig 3B shows that all dKO clones strongly expressed the C/EBPε protein, whereas only small and inconsistent changes were observed in C/EBPδ, C/EBPγ, and C/EBPζ protein levels. These data are in line with previous findings showing that ectopic expression of C/EBPε, similarly to C/EBPβ but unlike C/EBPα, is compatible with the proliferation of GMP-like progenitors (Cirovic et al, 2017).

**Figure 3.**
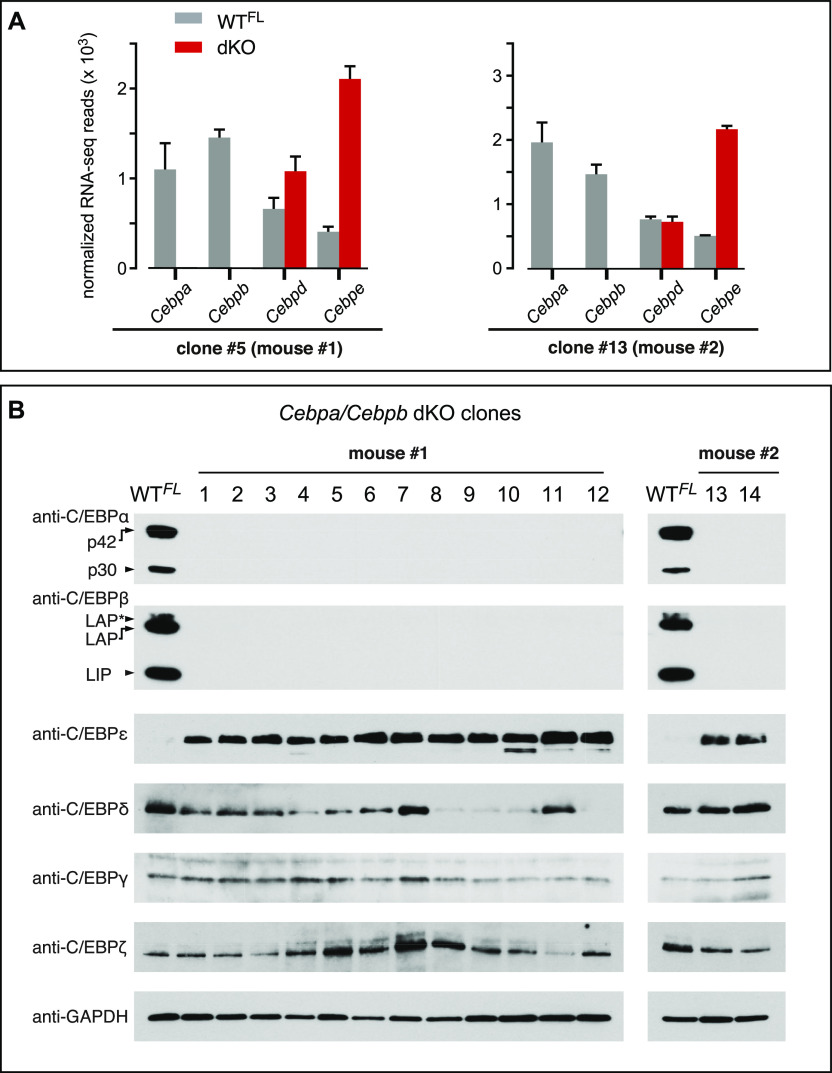
*MLL*-*ENL*–Transformed dKO Clones Express C/EBPε. **(A)** Data showing normalized RNA-seq read counts for indicated genes of the *Cebp* family in WT^FL^ (gray) and two independent *Cebpa*/*Cebpb* dKO *MLL*-*ENL*–transformed cell clones (red) derived from different mice. RNA-seq was performed in triplicates. **(B)** Immunoblots show the expression of resident C/EBP family proteins from WT^FL^ and dKO transformed *MLL*-*ENL* cells. The panel summarizes C/EBP family protein expression in all 14 dKO clones from two different mice (clone #1–12, mouse 1; clone #13 and #14, mouse 2).

All 14 recovered *Cebpa/Cebpb* dKO clones grew slowly in liquid culture and had increased apoptosis, as compared with the WT^FL^ *MLL*-*ENL*–transformed cells (compare with Fig 2A, right), suggesting incomplete functional compensation by C/EBPε. To determine whether distinct C/EBP isoforms could rescue *MLL*-*ENL*–transformed cell growth, isoforms of C/EBPα (p42 and p30) or C/EBPβ (LAP*, LAP, and LIP) were retrovirally transferred and subsequently enriched for co-expression of GFP, as shown in Fig 4A. As expected, growing cells that expressed the proliferation-suppressive C/EBPα p42 isoform could not be recovered, and the few GFP^+^ sorted cells that grew out failed to express the p42 protein, confirming successful retroviral transduction but failure of genetic complementation by C/EBPα p42. Growing cells were obtained for all other constructs (Fig 4A), and their proliferation rates, clonogenicity, and viability were assessed. Colony formation of the parental dKO cells was partially rescued by the C/EBPα p30 isoform (Fig 4B–D), and to a higher extent by the C/EBPβ LAP* isoform, whereas the C/EBPβ LAP and C/EBPβ LIP isoforms displayed intermediate and no discernible complementation capacity, respectively (Figs 4E–G and S2). In summary, the C/EBPβ LAP* isoform, and in part, the C/EBPβ LAP or C/EBPα p30 isoforms, restored dKO *MLL*-*ENL*–transformed cell proliferation (Fig 4B and E) and viability (Fig 4C and F).

**Figure 4.**
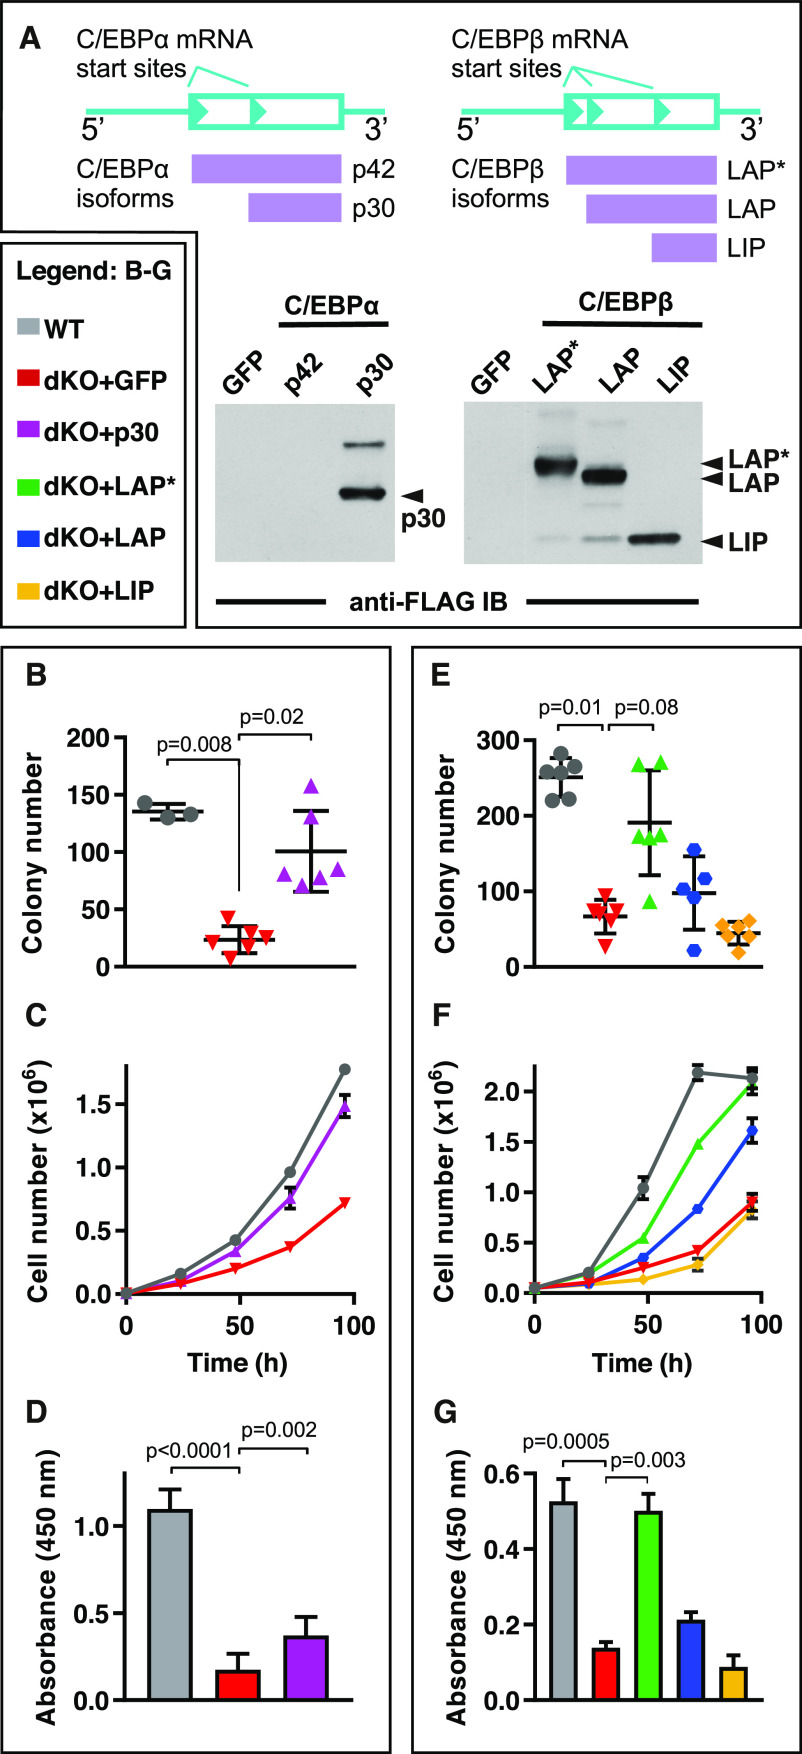
Complementation of Growth Defects by C/EBPα and C/EBPβ Isoforms in *MLL*-*ENL*–Transformed dKO Cells. **(A)** Transcripts of *Cebpa* and *Cebpb* with alternative translation initiation sites (arrowheads; cyan) giving rise to different protein isoforms (indicated underneath, purple, and on the right) as examined in Fig 4B. Below: C/EBP expression controls of retrovirally expressed FLAG-tagged C/EBP isoforms expressed in *MLL*-*ENL*–transformed dKO cells. Cell lysate immunoblots (IB) were probed with anti-FLAG. GFP: negative control retrovirus; C/EBPα isoforms p42, p30; C/EBPβ isoforms LAP*, LAP, and LIP. **(B, C, D)** C/EBPα complementation: (B, C, D). **(E, F, G)** C/EBPβ complementation: (E, F, G). **(B, C, D, E, F, G)** Left, bottom insert: Color code of complementation assays, as shown in (B, C, D, E, F, G). **(B)** Number of *MLL*-*ENL*–transformed colonies derived from WT^FL^ or dKO cells with and without complementation by retrovirally encoded *Cebpa* p30. Cells were seeded at 500 cells per 35-mm well. The significance of the change in colony number between the dKO and other groups was evaluated with the Kruskal–Wallis test, followed by the post hoc Dunn test. **(C)** Growth curves of WT^FL^, dKO, and dKO cells complemented with p30 C/EBPα. **(D)** WST-1 assay of WT^FL^, dKO, and dKO cells complemented with p30 C/EBPα. Values are the mean ± SD. The significance of the change in metabolism level between the dKO and other groups was evaluated with the Kruskal–Wallis test, followed by the post hoc Dunn test. **(B, C, D, E)** Colony formation of *MLL*-*ENL* cells as in (B, C, D). Panel shows the number of *MLL*-*ENL*–transformed colonies formed in methylcellulose medium by WT^FL^, dKO, and complementation by retrovirally encoded C/EBPβ LAP*, LAP, and LIP isoforms. Cells were seeded at 500 cells per 35-mm well. The significance of the change in colony number between the dKO and other groups was evaluated with the Kruskal–Wallis test, followed by the post hoc Dunn test. **(F)** Growth curves of *MLL*-*ENL*–transformed WT^FL^, dKO, and LAP*-, LAP-, LIP-C/EBPβ complementation dKO cells. **(G)** WST-1 assay of *MLL*-*ENL*–transformed WT^FL^, dKO, and LAP*-, LAP-, and LIP-C/EBPβ complementation dKO cells. Values are the mean ± SD. The significance of the change in metabolism level between the dKO and other groups was evaluated with the Kruskal–Wallis test, followed by the post hoc Dunn test.

**Figure S2.**
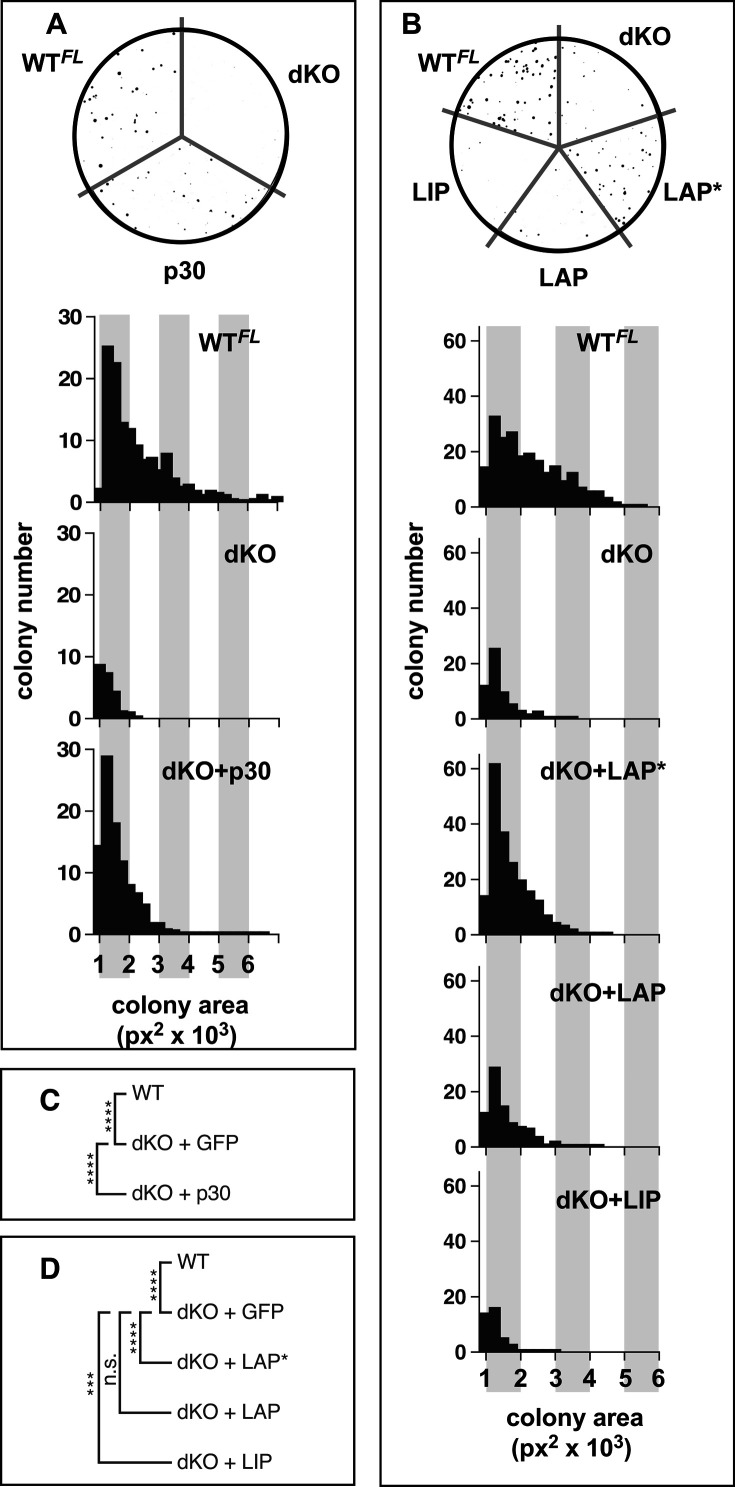
Colony Formation of *MLL*-*ENL*–Transformed dKO Cells. **(A)** Size frequency distribution of *MLL*-*ENL*–transformed colonies in WT^FL^, dKO, and dKO cells complemented with C/EBPα p30. **(B)** Size frequency distribution of *MLL*-*ENL* transformed colonies in methylcellulose medium by WT^FL^, dKO, and dKO complemented with LAP*/LAP/LIP cells. **(C)** The significance between the populations’ average colony size (as shown in Fig S2A) was evaluated with the Kruskal–Wallis test with the post hoc Dunn test (****P ≤ 0.0001). **(D)** The significance between the populations’ average colony size (as shown in Fig S2B) was evaluated with the Kruskal–Wallis test with the post hoc Dunn test (***P ≤ 0.0002, ****P ≤ 0.0001).

Next, we examined the role of C/EBPε in *Cebpa*/*Cebpb* dKO *MLL*-*ENL* cells that expressed high levels of endogenous C/EBPε, termed C/EBPε^+^, by RNA interference strategies. However, the fragile dKO *MLL*-*ENL* C/EBPε^+^ cells did not tolerate the small interfering RNA treatment, and various conditionally inducible, retrovirally delivered short hairpin RNAs failed to down-regulate C/EBPε reproducibly (data not shown). The data may suggest that triple deletion of the *Cebpa*, *Cebpb*, and *Cebpe* genes is incompatible with cell survival. Interestingly, we observed that expression of the endogenous C/EBPε ceased after extended cultivation of *MLL*-*ENL* dKO cells that were complemented with the C/EBPβ isoforms LAP*, and to a lesser extent with LAP, but not with LIP (Fig 5A). Based on the observation of an inverse correlation between resident C/EBPε^+^ protein levels before and after ectopic C/EBPβ LAP* expression (Fig 5A), we explored the mutability of *Cebpe* in dKO *MLL*-*ENL* cells in the presence or absence of ectopically expressed C/EBPβ LAP*, as outlined in Fig 5B. Briefly, targeted deletion of resident *Cebpe* by Cas9 was examined after transduction of dKO cells with either empty control or C/EBPβ LAP* retrovirus in parallel, both expressing GFP as a marker. GFP^+^ cells from both approaches were sorted, expanded, and infected with the same batch of a genome editing vector, encoding blue fluorescent protein (BFP) as a marker and Cas9 plus guide RNAs (Li et al, 2016; Henriksson et al, 2019), targeting *Cebpe* exon 1. After infection, sorted BFP^+^ cells were expanded, seeded in semi-solid medium, and individual colonies were isolated from both vector control and C/EBPβ LAP* expressing cells (Fig 5B).

**Figure 5.**
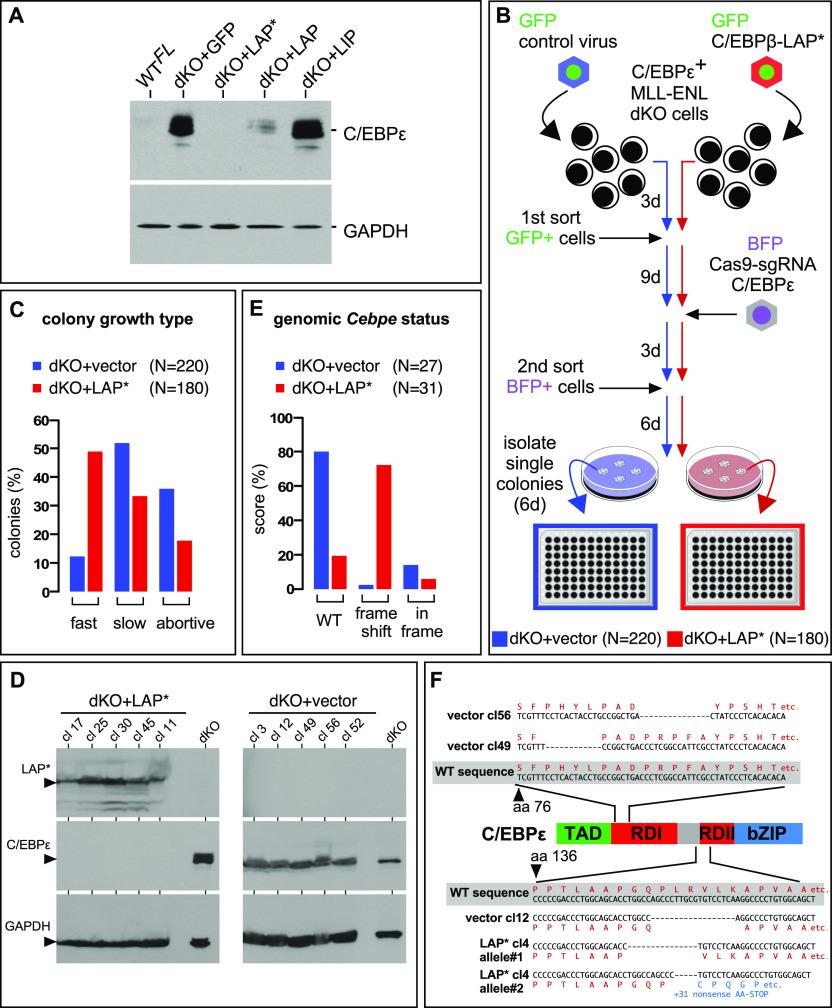
Examination of C/EBPε dependency of *MLL*-*ENL*–transformed *Cebpa*/*Cebpb* dKO C/EBPε^+^ cells via genome editing. **(A)** C/EBPε protein levels after prolonged growth of WT^FL^ and dKO cells infected with control virus (GFP) or vectors encoding different C/EBPβ isoforms. **(B)** Scheme of Cas9-mediated genome editing. C/EBPε^+^ dKO cells were infected with control virus or C/EBPβ LAP*-encoding virus, both expressing GFP. After infection, cells were grown for 3 d, sorted by flow cytometry, and GFP^+^ cells were expanded for 9 d. C/EBPε^+^ dKO vector control cells and C/EBPβ LAP*-complemented cells were infected with retrovirus encoding BFP, Cas9, and guide RNAs targeting *Cebpe* exon 1. After 3 d, the cells were sorted and expanded for 6 d, and seeded in semi-solid medium containing IL-3. Individual colonies were isolated and expanded in 96-well plates in liquid medium (plus IL-3). **(C)** Growth of isolated cells from single colonies was microscopically inspected over 1 wk and scored as fast, slow, or abortive growth. **(D)** Randomly chosen fast-growing clones from (D) were examined by protein blotting for expression of C/EBPε and C/EBPβ, and GAPDH as the loading control by protein-specific antibodies, as indicated on the left. **(E)** *Cebpe* exon 1 DNA derived from 27 vector control clones and 31 C/EBPβ LAP*-complemented clones was amplified by PCR and analyzed by Sanger sequencing and the Inference of CRISPR Edits (ICE) software tool (ice.synthego.com). **(F)** (Middle) Scaled schematic representation of C/EBPε showing the transactivation (TAD), regulatory (RD1 and RD2), and basic zipper (bZIP) regions. Top: examples of in-frame deletions in RD1 from two vector control clones (clones #49 and #56). Bottom: examples of in-frame deletions in RD2 (vector control clone #12) and one LAP*-complemented clone (#4) with an in-frame deletion in one C/EBPε allele and frameshift in the second allele.

In comparison to vector control cultures that showed many abortive small colonies, augmented colony formation and proliferation were already discernible at an early stage during colony formation in C/EBPβ LAP*-complemented dKO cells (data not shown). After single colonies had been isolated, proliferation in liquid culture was discontinued in 35.9% of the vector control clones (N = 79/220 clones), but only 17.8% (N = 32/180 clones) of the C/EBPβ LAP* supplemented dKO clones were abortive (Fig 5C). Only 12.3% (27/220) of the vector controls, yet 48.9% (88/180) of the C/EBPβ-LAP* dKO clones showed robust growth in liquid culture. Among the vector control clones, all 27 properly growing control clone isolates and 31 (out of 88) randomly chosen C/EBPβ LAP*-complemented clones were expanded in liquid culture. As shown by protein blotting (Fig 5D), each of the five LAP*-dKO and five vector controls showed reciprocal expression of LAP* and C/EBPε. Analysis of the genomic *Cebpe* status (Fig 5E) showed that 80% (16/27 clones) of the vector control clones retained the WT *Cebpe* genotype, and only two showed indel frameshift mutations (see below). In contrast, 74% (20/31 clones) of the C/EBPβ LAP*–complemented clones showed biallelic frameshift indels and/or large deletions. Importantly, 7/27 vector control clones but only 2/31 of LAP* clones had in-frame mutations. Both C/EBPβ LAP*–complemented in-frame mutations were associated with frameshift indels in the second *Cebpe* allele, whereas both frameshift indels of the vector control cells retained either a WT or an in-frame deletion in the second allele, respectively. Most remarkably, all in-frame mutations affected negative regulatory C/EBPε regions I or II (Fig 5F), previously described to restrain C/EBPε activity (Angerer et al, 1999). Taken together, these data show that biallelic *Cebpe* inactivation in dKO cells occurred only in the presence of C/EBPβ LAP*, but not in its absence. In the absence of ectopically expressed C/EBPβ LAP*, either the WT genotype persisted, or alternatively, in-frame deletions affecting negative regulatory C/EBPε regions were selected, strongly supporting the requirement of functional C/EBPε in the absence of *Cebpa*/*Cebpb*. Accordingly, we conclude that myelomonocytic *MLL*-*ENL* transformation remains dependent on C/EBP and that C/EBPε may partially compensate for the loss of *Cebpa*/*Cebpb*.

### C/EBPs coordinate the expression of the *MLL*-*ENL*/*Hoxa* target genes

The combined deletion of *Cebpa* and *Cebpb* led to widespread leukemic cell death and selected for compensatory expression of C/EBPε in dKO clones, suggesting that maintenance of the transformed cell identity is C/EBP-dependent. To test this hypothesis, we performed RNA-seq (two clones, #5, #13, in triplicates) of the *MLL*-*ENL*–transformed cell transcriptomes before and after compound *Cebpa/Cebpb* deletion. 

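In clone #5, 2170 genes were higher and 2516 lower in dKO than in WTFL cells. In clone #13, 2211 were higher and 2549 lower. Of these, 721 genes were higher and 1060 lower in both clones, and 520 genes were called in opposite directions. Requiring an absolute log2 fold change of at least 1 as well moved these counts most, to 778 higher and 971 lower in clone #5. Quantile normalization changed the balance in both clones, with 2681 genes higher and 2052 lower in clone #5 and 2416 and 2289 in clone #13. The genes with the largest rise, averaged over both clones, were Cd34, Cpa3 and Prg2, and those with the largest fall were Cebpb, Cebpa and Lpl. Cd34, on chromosome 1 from 194938819 to 194961279, rose from 5.21 ± 2.08 to 2623 ± 199 normalized reads in clone #5, a log2 fold change of 8.78 (standard error 0.30, adjusted p = 9.1e-12, limma). In clone #13 it was at least 2023-fold higher in dKO cells, with 6365 ± 543 normalized reads. Lpl, on chromosome 8 from 68880491 to 68907448, fell by 6.66 on the log2 scale in clone #5 (standard error 0.45, adjusted p = 1.6e-08, limma) and was at least 170-fold lower in clone #13.

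**Figure D2:**
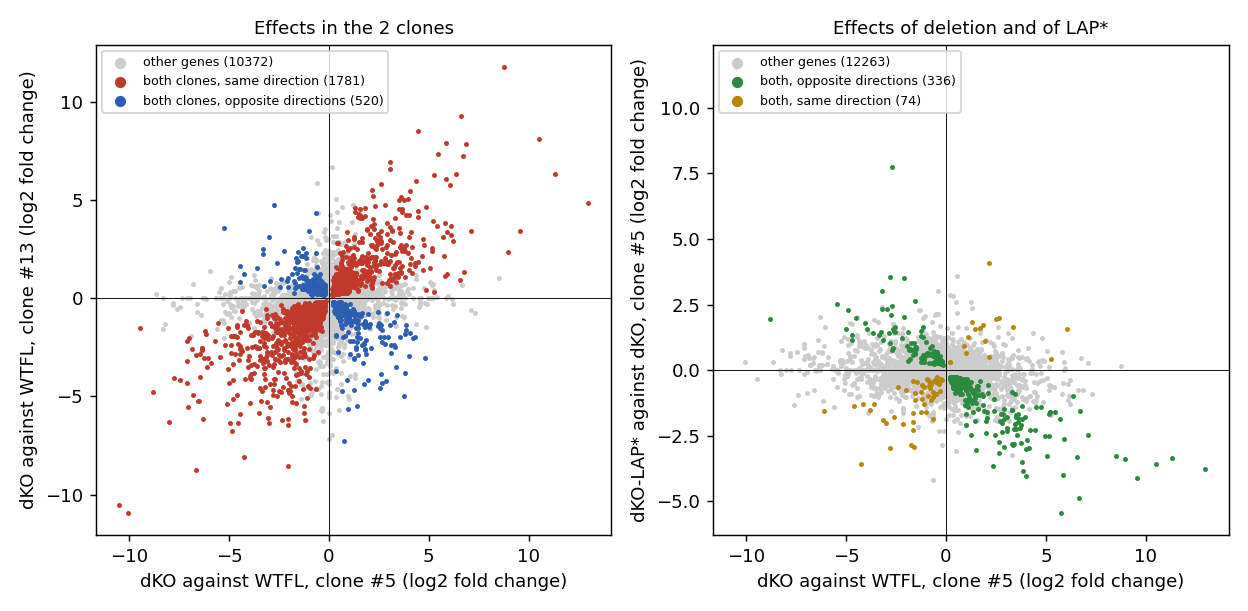
Log2 fold changes of the 12673 genes, each point a gene, in dKO against WTFL cells of clone #5 (horizontal axes), in dKO against WTFL cells of clone #13 (left, vertical axis) and in dKO-LAP* against dKO cells of clone #5 (right, vertical axis). Colours mark genes called in both comparisons, of which 520 point in opposite directions between the clones.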

Deleting *Cebpa/Cebpb* resulted in the up-regulation of 2066 (clone #5) and 2,517 (clone #13) genes (755 genes overlapping), respectively, and the down-regulation of 2,447 (clone #5) and 2,702 (clone #13) genes (1,024 genes overlapping), respectively, when a corrected *P*-value < 0.05 was used as the cutoff (Fig 6A and Table S1).

Table S1 Differentially expressed genes in two WT and dKO cell clones (#5; #13) derived from two different mice (as schematically shown in Fig 6A).

**Figure 6.**
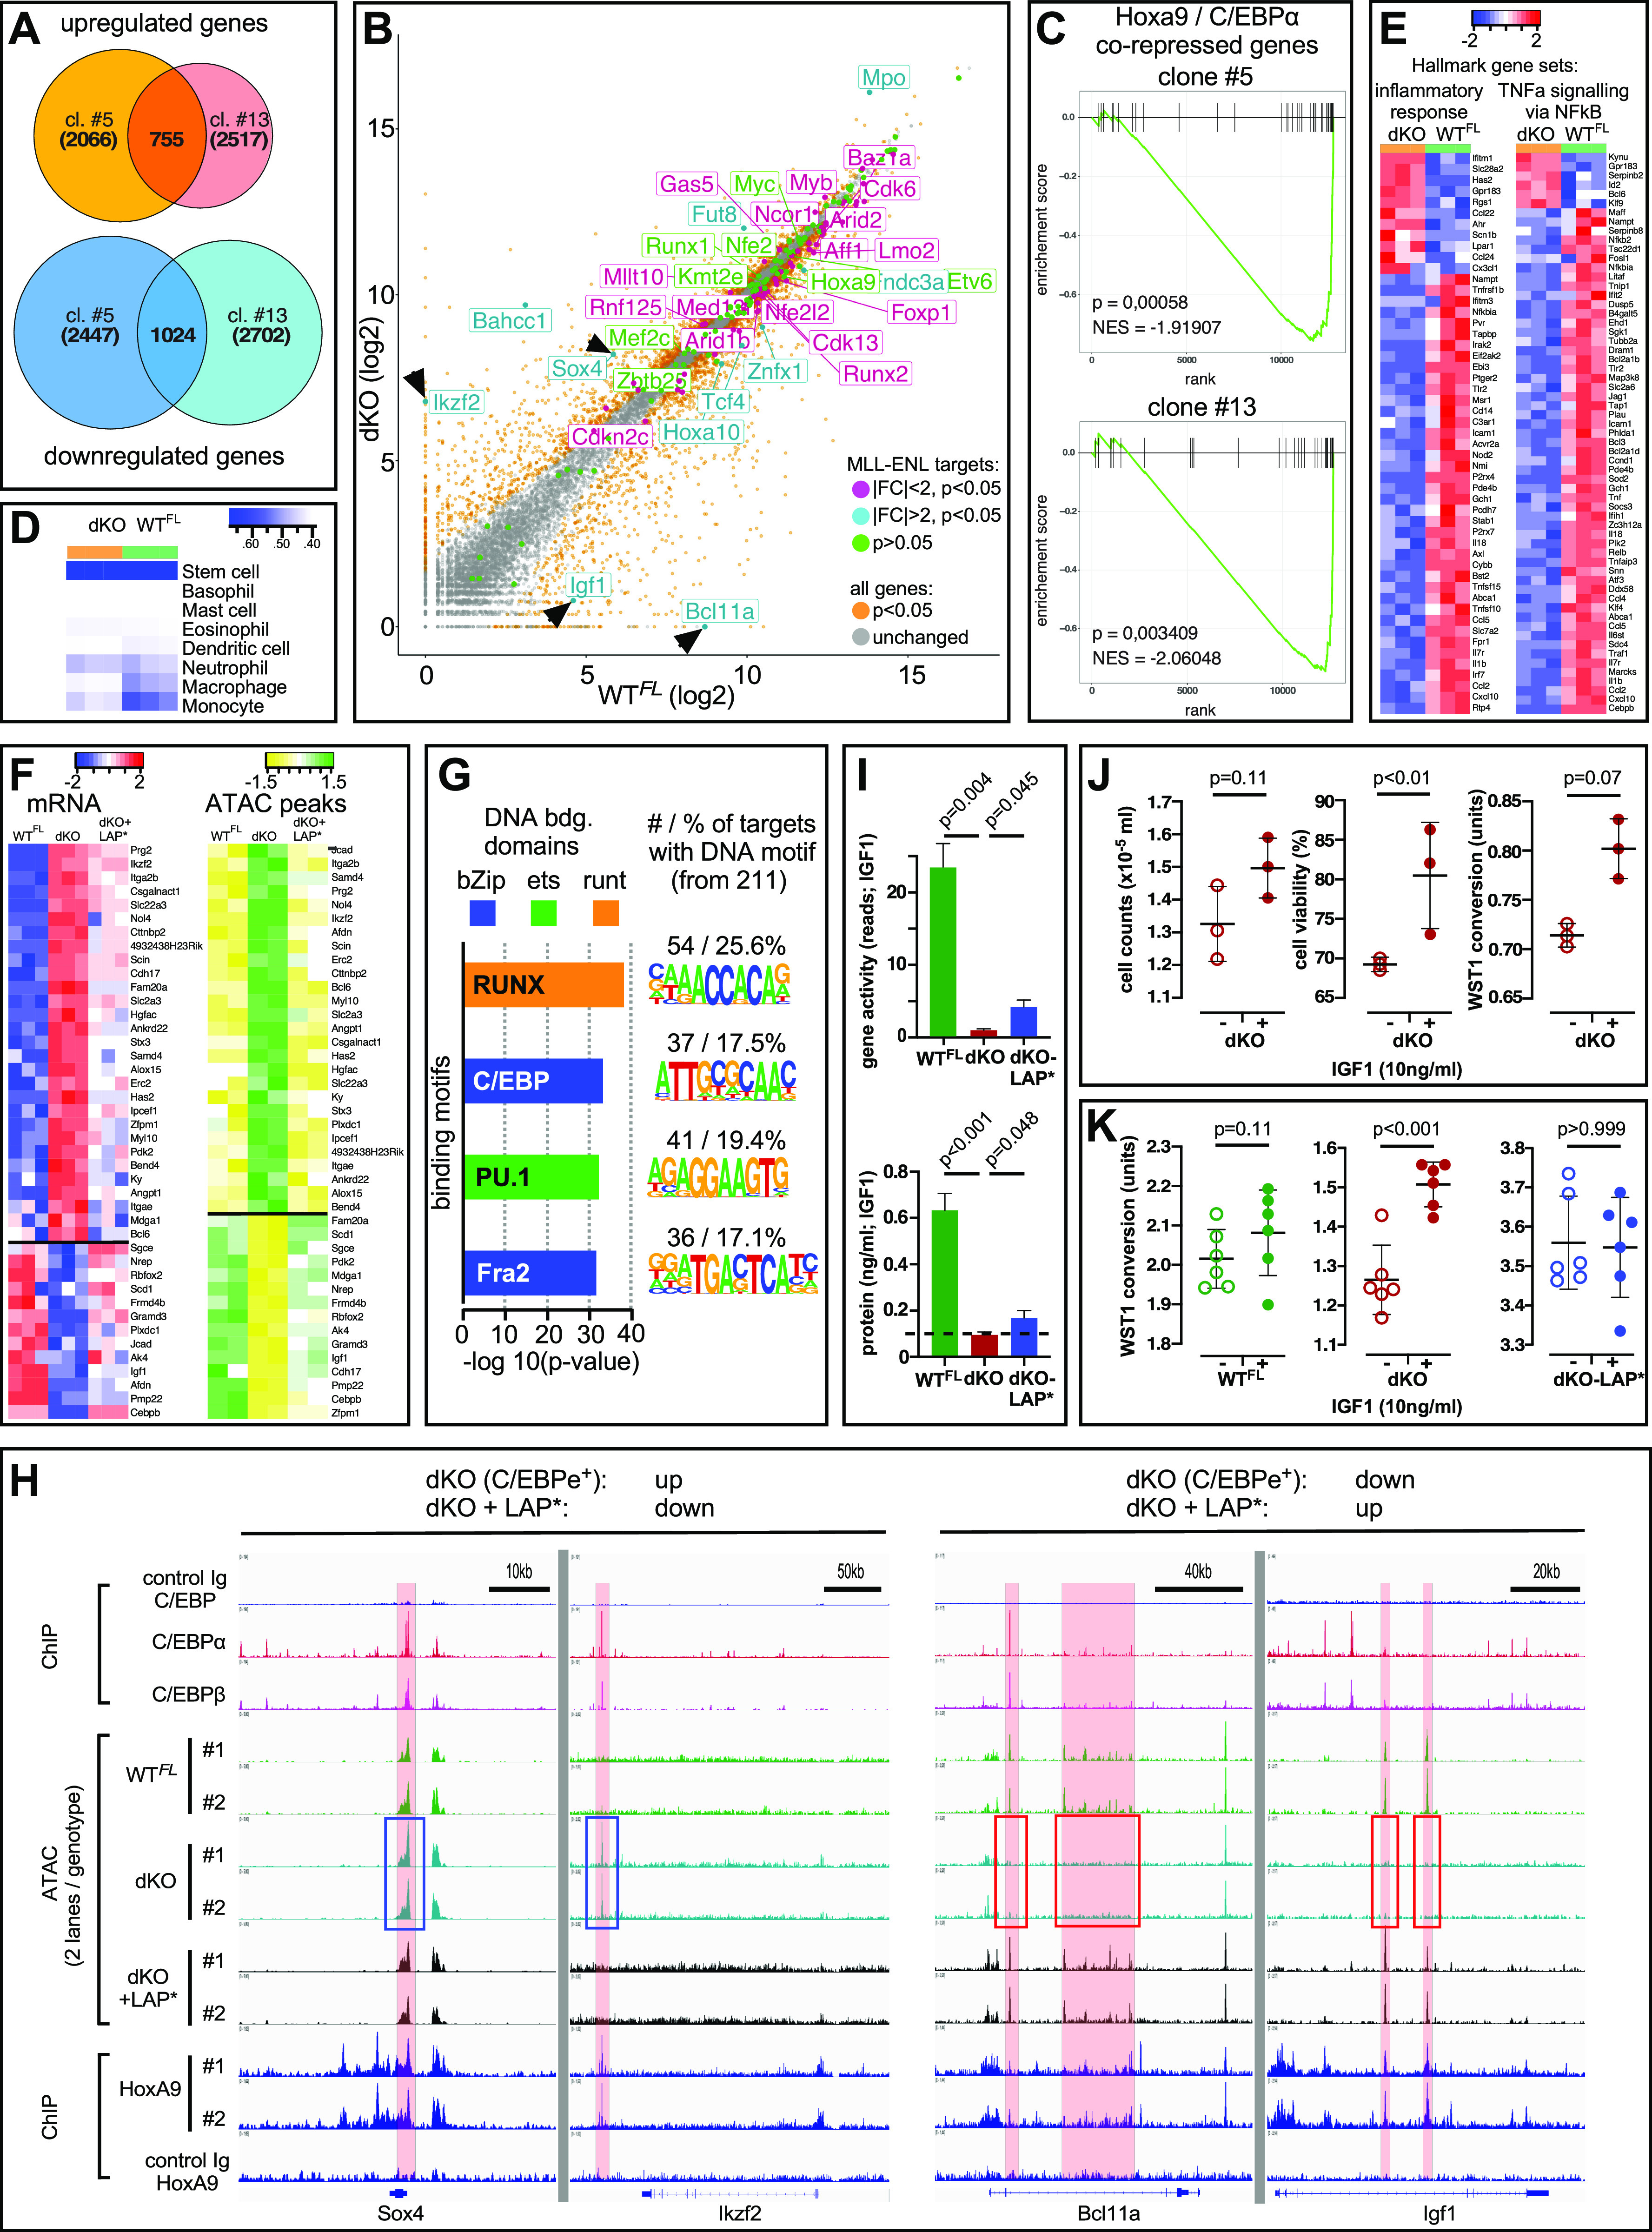
Molecular Genetic Profiling of *MLL*-*ENL*–Transformed dKO Cells. **(A)** Venn diagrams showing the overlap between up-regulated (Benjamini–Hochberg corrected *P*-value < 0.05) and down-regulated (Benjamini–Hochberg corrected *P*-value < 0.05) genes in both dKO clones as determined by RNA-seq. N = 3 per genotype. **(B)** Scatter plot showing dysregulation of *MLL*-*ENL* target genes, which are colored according to *P*-value and fold change. All remaining genes are colored according to their *P*-value only (see figure key). Two genes, *Igf1* and *Bcl11a*, are included in the plot, as they are known *MLL* translocation targets. **(C)** Gene set enrichment analysis showing significant enrichment of genes co-repressed by HOXA9/C/EBPα among the deregulated genes. Most of these genes were up-regulated in the dKO cells. **(D)** Comparison of expression patterns to that of ImmGen data shows a shift in overall gene expression patterns, with loss of myeloid characteristics and maintenance of stem cell patterns in dKO cells indicated by Spearman correlation. **(E)** Heatmap of inflammatory and TNFα/NF-κB hallmark genes (gene sets derived from MSigDB) in WT^FL^ and dKO cells. Both terms are significantly enriched (adjusted *P*-value < 0.05, according to Gene set enrichment analysis). The heat maps show genes of the respective gene sets exhibiting an adjusted *P*-value < 0.05 and an absolute fold change > 2. Row z-score of normalized log_2_ counts. **(F)** Subset of the co-regulated transcriptome and genome structure as determined by RNA-seq and ATAC-seq. The whole list comprises genes that exhibit both the re-establishment of gene expression and restoration of the chromatin status in dKO-LAP* cells to WT^FL^ status. Row z-score of normalized log_2_ counts. **(F, G)** Known motif prevalence in dKO-LAP* cells in the full set of genes shown in (F) as determined by HOMER. **(H)** Examples of replicate ATAC-seq data from WT^FL^, dKO, and dKO-LAP* *MLL*-*ENL*–transformed cells indicating gain of peaks (left, blue outline) in dKO at the *Sox4* and *Ikzf2* loci, and loss of peaks at the *Bcl11a* and *Igf1* loci (right, red outline). The top three lanes show C/EBPα and C/EBPβ chromatin immunoprecipitation (ChIP) data from *MLL*-*AF9*–transformed cells (Roe et al, 2016); the bottom three lanes show *Hoxa9* ChIP data from Zhong et al (2018). **(I)** *Igf1* gene expression (top: RNA-seq data from triplicates) and IGF1 secretion into the growth medium (bottom: ELISA data; ELISA was repeated 3 times yielding similar results) by *MLL*-*ENL*–transformed cells. **(J)** Response of *MLL*-*ENL*–transformed dKO cells to the addition of IGF1 to the culture medium as determined by cell counts, viability, and metabolic activity. **(K)** Comparison of response to IGF1 of WT^FL^, dKO, and dKO-LAP*-complemented cells.

We first investigated the impact of the combined loss of C/EBPα and C/EBPβ on the direct and indirect targets of *MLL*-*ENL* (Collins et al, 2014; Garcia-Cuellar et al, 2016). Of the 166 direct/core *MLL*-*ENL* target genes, a significant 70 genes (*P* = 2.97 × 10^−12^) were among the deregulated genes. 

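The list of core MLL-ENL targets was not used here. Hoxa10, on chromosome 6 from 52231197 to 52240854, fell from 587 ± 56.1 to 240 ± 36.6 normalized reads in clone #5, a log2 fold change of -1.29 (standard error 0.11, adjusted p = 2.8e-07, limma). In clone #13 it fell from 1609 ± 58.2 to 981 ± 78.3, a log2 fold change of -0.72 (standard error 0.11, adjusted p = 0.00013, limma). Hoxa9, on chromosome 6 from 52223100 to 52231089, fell from 2276 ± 302 to 1489 ± 166 in clone #5, a log2 fold change of -0.61 (standard error 0.18, adjusted p = 0.013, limma). Without WTFL replicate 2 or dKO replicate 3 of clone #5 its adjusted p was 0.052 or 0.061. In clone #13 it had 3725 ± 258 and 2882 ± 368 normalized reads, a log2 fold change of -0.38 (adjusted p = 0.11, limma). With only these 2 groups in the fit the adjusted p was 0.028, in a range of 0.028 to 0.15 over 8 alternatives, and with each library left out it was 0.076 to 0.27. Of the 16 genes that Fig 6B marks as changed by less than 2-fold, 4 were higher and 11 lower in clone #5, and 7 higher and 2 lower in clone #13. The study marked them on these libraries, so they are not independent evidence.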

Interestingly, 61 of these 70 genes had absolute fold change (FC) < 2, including *Hoxa10* and *Hoxa9* (*P* = 0.07) (Fig 6B). As many of the *MLL*-*ENL* target genes were significantly but not highly deregulated, we presumed that the high levels of surrogate C/EBPε stabilized the expression of the core *MLL*-*ENL* target genes in C/EBPε^+^ dKO. Other, more dysregulated *MLL*-*ENL* candidates (FC > 2; *P* < 0.05) were the DOT1L/transcription initiation–sensitive genes *Bahcc1* and *Fut8*, and the Brd4/elongation-sensitive genes *Sox4* and *Mpo*, which were all up-regulated, suggesting that they were partially repressed by C/EBPβ and/or C/EBPα (as already known for C/EBPα-mediated *Sox4* suppression [Zhang et al, 2013]). 

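Bahcc1, on chromosome 11 from 120232947 to 120292296, rose from 7.57 ± 1.66 to 822 ± 95.9 normalized reads in clone #5, a log2 fold change of 6.60 (standard error 0.38, adjusted p = 2.3e-09, limma). In clone #13 it was at least 309-fold higher in dKO cells (adjusted p = 5.1e-11, limma). Fut8, on chromosome 12 from 77238125 to 77476338, rose by 2.10 on the log2 scale in clone #5 (standard error 0.09, adjusted p = 1.2e-10, limma) and by 1.40 in clone #13 (standard error 0.09, adjusted p = 1.3e-08, limma). Mpo, on chromosome 11 from 87793581 to 87804413, rose from 14170 ± 1488 to 69700 ± 9398 in clone #5, a log2 fold change of 2.29 (standard error 0.25, adjusted p = 2.8e-06, limma), and by 3.08 in clone #13 (standard error 0.25, adjusted p = 1.4e-07, limma). Sox4, on chromosome 13 from 28948919 to 28953713, changed by 2.36 in clone #5 and 2.50 in clone #13 on the log2 scale, with adjusted p of 2.9e-08 and 1.8e-08 in limma.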

Otherwise, C/EBPε may represent a less potent inhibitor or a more potent activator of these genes (Zhang et al, 2013).

For the indirect *MLL*-*ENL* targets, removing C/EBPα and C/EBPβ affected the genes downstream of the transcriptional control of *HOXA9*/*MEIS1* that had been identified after the removal of *Cebpa* in *HOXA9*/*MEIS1*–transformed cells (Collins et al, 2014; Collins & Hess, 2016a, 2016b). 

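Of the HOXA9-repressed genes Cpa3, Gzmb, Peg13, Mycn, Hgfac, Alox5, Gata2, Nkg7, Stx3, Cdh17, Scin, Rgs10, Havcr2 and Col18a1, all but Hgfac had enough reads for the test. Of these 13 genes, 12 were called higher in dKO cells of clone #5 and 10 in clone #13, and 9 in both. Adjusted over the list alone, 13 were called in clone #5 and 10 in clone #13; the study named the genes from these libraries, so this is not independent evidence. Their median log2 fold change was 3.51 in clone #5 and 3.00 in clone #13, or 3.00 and 2.76 with genes at the floor set to their bound. Cpa3, on chromosome 3 from 20215620 to 20242181, had 0 reads in WTFL libraries of clone #5 and 1455 ± 137 normalized reads in dKO, at least 362-fold higher, and was at least 180-fold higher in clone #13. Gata2, on chromosome 6 from 88193891 to 88207032, rose from 9.77 ± 4.30 to 260.2 ± 9.05 in clone #5 and from 67.5 ± 8.99 to 549 ± 94.8 in clone #13. Gzmb was at least 25.3-fold higher in clone #5, while both groups of clone #13 lay at the floor. Havcr2 missed the threshold in clone #5 (log2 fold change 1.17, adjusted p = 0.056, limma), where 6 of 8 alternatives called it, in a range of 0.013 to 0.30, and 0.031 to 0.19 with each library left out, called only without WTFL replicate 3 (0.031). Rgs10 and Col18a1 were not called in clone #13 (adjusted p = 0.22 and 0.46, limma). Cdkn2b was called in neither clone (adjusted p = 0.33 and 0.77, limma), with at most 11.4 normalized reads in the mean of any group.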

Gene set enrichment analysis (GSEA) (Liberzon et al, 2011; Wu & Smyth, 2012) revealed significantly deregulated HOXA9-mediated gene suppression (*P* < 0.05) (Fig 6C), including *Cpa3*, *Gzmb*, *Peg13*, *Mycn*, *Hgfac*, *Alox5*, *Gata2*, *Nkg7*, *Stx3*, *Cdh17*, *Scin*, *Rgs10*, *Havcr2*, and *Col18a1*, but excluding the self-renewal inhibitor *Cdkn2b* (gene set extracted from Collins et al [2014]). 

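Itsn1, from the co-activated set, rose from 27.9 ± 5.52 to 135 ± 11.9 normalized reads in dKO cells of clone #5 and from 22.2 ± 4.16 to 263 ± 16.9 in those of clone #13, log2 fold changes of 2.24 and 3.53 (adjusted p = 1.1e-07 and 8.1e-10, limma). Pcp4l1 was called higher in both clones, with at most 13.7 normalized reads in the mean of a group. Igf2r rose in clone #5 from 3.56 ± 0.48 to 11.7 ± 2.51 (log2 fold change 1.46, adjusted p = 0.0069, limma). In clone #13 its log2 fold change was -0.47 (adjusted p = 0.36, limma), and 0.07 without dKO replicate 3. The effects differed between the clones by -1.93 on the log2 scale (adjusted p = 0.013, limma), and DESeq2 gave 0.054, in a range of 0.010 to 0.054 over 8 alternatives and 0.0055 to 0.037 with each library left out. Adra2a was called in clone #5 (adjusted p = 0.014, limma), but not without dKO replicate 3 (adjusted p = 0.074) or with a pseudocount of 0.1 (0.054), and not in clone #13 (adjusted p = 0.12). Adam17, Gm1110, Pde7a, Pdcd4 and Nrg2 were all called lower in both clones. Pdcd4, on chromosome 19 from 53892231 to 53929860, fell by 1.18 on the log2 scale in clone #5 (standard error 0.12, adjusted p = 1.2e-06, limma) and by 0.72 in clone #13 (standard error 0.12, adjusted p = 0.00017, limma). Pde7a was close to the threshold in clone #13 (adjusted p = 0.0496, limma), with a range of 0.044 to 0.097 over 8 alternatives, of which 2 called it, and it was not called when WTFL replicate 2 or 3 or any dKO replicate was left out (0.056 to 0.15). Gm1110 in clone #13 (adjusted p = 0.034, limma) was called by 5 of 8, with a range of 0.014 to 0.13, and was not called when any of the same libraries was left out (0.056 to 0.17). Nrg2 in clone #5 (adjusted p = 0.014, limma) was not called without dKO replicate 1 (0.055) or dKO replicate 2 (0.051).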

The entire HOXA9/C/EBPα co-activated gene set was not significantly deregulated, yet the dKO cells showed increased *Adra2a*, *Pcp4l1*, *Itsn1*, and *Igf2r* expression from the HOXA9/C/EBPα co-activated set, whereas *Adam17*, *Gm1110*, *Pde7a*, *Pdcd4*, and *Nrg2* expression were reduced.

Next, we investigated lineage restriction in the transformed cells by comparing the transcriptional landscape of WT^FL^ and dKO cells to the ImmGen database (Heng & Painter, 2008). Compared with the WT^FL^ cells, the dKO cells lost some of their myeloid expression characteristics and showed less similarity to monocytes and macrophages (Fig 6D). Specifically, *Csf1r*, Rel family members (*Rel*, *Rela*, and *Relb*), and *Tgfbr2* levels were decreased in the dKO cells, supporting the pioneering role of C/EBPα and C/EBPβ in myeloid commitment (Wang et al, 2006; Jaitin et al, 2016; Tamura et al, 2017). However, the WT^FL^ and dKO cells were similarly enriched for genes shared with HSC, highlighting the LSC state of the cells.

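Csf1r, on chromosome 18 from 61100598 to 61132149, fell from 3237 ± 381 to 921 ± 213 normalized reads in dKO cells of clone #5, a log2 fold change of -1.83 (standard error 0.23, adjusted p = 9.4e-06, limma). WTFL cells of clone #13 had 45.9 ± 16.6 and dKO cells 60.8 ± 12.2 normalized reads, and no fall was detected (log2 fold change 0.43, adjusted p = 0.15, limma). Quantile normalization (adjusted p = 0.035, in a range of 0.035 to 0.31 over 8 alternatives) and leaving out WTFL replicate 3 (0.015, in a range of 0.015 to 0.40 with each library left out) called it higher there. Relb fell by 2.82 on the log2 scale in clone #5 (standard error 0.30, adjusted p = 2.4e-06, limma) and in clone #13 its log2 fold change was -0.76 (adjusted p = 0.059, limma, with 4 of 8 alternatives calling it in a range of 0.027 to 0.12, and 0.021 to 0.23 with each library left out, called only without WTFL replicate 1 (0.021) or dKO replicate 3 (0.032)). Rel and Rela were lower in clone #5, by -0.43 and -0.32 on the log2 scale (adjusted p = 0.032 and 0.014, limma). Rel was not called without WTFL replicate 2 (adjusted p = 0.13), dKO replicate 1 (0.088) or dKO replicate 2 (0.083), and Rela not without WTFL replicate 2 (0.076) or dKO replicate 3 (0.052). Quantile normalization called neither (0.062 and 0.052), and with only the groups compared Rela was not called (0.090). Neither was called in clone #13 (adjusted p = 0.62 and 0.50, limma). The tests of a difference between the clones gave adjusted p of 7.0e-05 for Csf1r, 0.0018 for Relb, 0.27 for Rel and 0.21 for Rela, and without WTFL replicate 3 of clone #5 the Rela effects differed by 0.35 on the log2 scale (adjusted p = 0.031). Tgfbr2, on chromosome 9 from 116084293 to 116175360, fell in both clones, from 684 ± 52.6 to 316 ± 20.3 normalized reads in clone #5 and from 405 ± 29.2 to 179 ± 37.0 in clone #13 (adjusted p = 5.1e-06 and 3.0e-06, limma).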

For a more general/unbiased approach, we performed GSEA on the hallmark gene sets of MsigDB to examine the enrichment of functional terms in the group of differentially expressed genes between the WT^FL^ and dKO genotypes (Liberzon et al, 2011; Wu & Smyth, 2012). Consistent with the reduced myeloid commitment observed in the dKO cells (Fig 2A), we detected strong dysregulation of the inflammatory genes, documented by significant enrichment of “hallmark inflammatory response” and “hallmark Tnfa signaling via Nfkb” (*P* < 0.05) with partially overlapping genes, in addition to an increase in stem cell transcripts (see the corresponding heat maps in Fig 6E). 

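The genes drawn in Fig 6E were taken as listed there; the hallmark sets themselves were not used here. Of the 46 tested genes of the inflammatory response panel, 37 were lower and 6 higher in dKO cells of clone #5, and 14 were lower and 6 higher in clone #13. Adjusted over the list alone, 39 were lower in clone #5 and 14 in clone #13. Their median log2 fold change was -1.68 in clone #5 and -0.44 in clone #13, or -1.64 and -0.39 with genes at the floor set to their bound. In the TNFα panel, 52 of 60 tested genes were lower and 6 higher in clone #5, and 24 were lower and 6 higher in clone #13. Adjusted over the list alone, 53 were lower in clone #5 and 25 in clone #13. The medians were -1.67 and -0.63, with the same -1.67 and -0.53 with floor genes at their bound. The dKO effect differed between the clones in 27 genes of the inflammatory response panel and in 33 of the TNFα panel. Fig 6E selected these genes for their change in these libraries, so the counts are not independent evidence.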

Altogether, these results support the premise that C/EBPε partially compensates for the loss of *Cebpa*/*Cebpb* by securing a MLL-ENL and Hoxa9 regulated core gene expression program and shifts the transformed phenotype towards an immature phenotype.

The superior growth and viability of the WT^FL^ and dKO-LAP* cells over *Cebpa*/*Cebpb* dKO cells was evident, affirming that compensation by C/EBPε remains incomplete. To identify ancillary *MLL*-*ENL* targets that may be involved in restoring the WT phenotype, we compared differential gene expression with the genome accessibility status using Assay for Transposase-Accessible Chromatin with sequencing (ATAC-seq) (Buenrostro et al, 2013) in the three genotypes, that is, WT^FL^, *Cebpa*/*Cebpb* dKO, and *Cebpa*/*Cebpb* dKO complemented with C/EBPβ LAP*. Initial inspection of chromatin accessibility around the *Cebpa*/*Cebpb* loci confirmed the dKO status, whereas the ATAC peak pattern around the *Cebpe* locus remained unchanged, ruling out the possibility that a recombination event at the *Cebpe* locus may have contributed to enhanced *Cebpe* expression in the dKO cells (Fig 6H). 

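In clone #5, 181 genes were higher and 384 lower in dKO-LAP* than in dKO cells. The fit restricted to these 2 groups gave 86 and 317, and DESeq2 gave 265 and 522. Leaving out single libraries lowered the counts to 79 higher and 199 lower without dKO replicate 2 and to 80 and 196 without LAP* replicate 3. dKO-LAP* cells differed from WTFL cells in 4118 genes. Of the 4686 genes called in dKO against WTFL cells, 336 were called in the opposite direction by LAP*, a share of 7.17% (95% Wilson interval 6.47% to 7.95%). The interval takes genes as independent draws, and single libraries moved the share beyond it, to 3.83% without LAP* replicate 3, 4.08% without LAP* replicate 2, 4.54% without dKO replicate 2 and 9.04% without WTFL replicate 2. Another 74 were called in the same direction, further from WTFL. The LAP* effect, called or not, had the opposite sign in 68.5% of the 4686 genes, and the effects correlated by -0.33 across genes. In 20 simulated sets of libraries in which LAP* had no effect but the dKO libraries were shared by both comparisons, these values were 58.1% to 60.1% and -0.14 to -0.09. Each gene was drawn independently there, without variation that the genes of a library share. These ranges can therefore be too narrow, and how far the observed values exceed such variation was not tested. Of the 24 tested genes that Fig 6F draws as higher in dKO cells, 24 were called higher in dKO and 15 were called lower in dKO-LAP* cells. Of the 13 drawn as lower, 12 were called lower in dKO and 8 called higher in dKO-LAP* cells. The sign of the LAP* effect pointed toward WTFL in 24 of 24 and 13 of 13, and adjusted over the list alone 23 and 13 were called. At an unadjusted p under 0.05, which the Methods set for re-established expression, the counts were also 23 and 13. Fig 6F selected them on these libraries, so this is not independent evidence. Prg2, on chromosome 2 from 84980461 to 84983632, had 8347 ± 2512 normalized reads in dKO and 660.2 ± 382 in dKO-LAP* cells, a log2 fold change of -3.75 (standard error 0.38, adjusted p = 3.3e-05, limma), and 0 in WTFL cells. Gramd3, on chromosome 18 from 56400337 to 56503792, had 121 ± 16.8 in WTFL, 17.5 ± 0.68 in dKO and 99.9 ± 17.5 in dKO-LAP* cells (log2 fold change 2.43 for LAP* against dKO, standard error 0.31, adjusted p = 0.00030, limma). The mouse gene Cebpb had 3106 ± 961 normalized reads in dKO-LAP* cells. LAP* is a rat sequence, and how well its reads align to the mouse gene was not tested. The fit of dKO-LAP* against WTFL cells included Cebpb (log2 fold change 1.05, adjusted p = 0.00019, limma). Cebpb is also counted among the genes called higher in dKO-LAP* than in dKO cells and among those called in the opposite direction. For this reason nothing is drawn from the Cebpb values in dKO-LAP* cells. Cebpe was not called between dKO-LAP* and dKO cells (log2 fold change -0.23, adjusted p = 0.25, limma). This is RNA, while the loss of C/EBPε that the paper reports in such cells after prolonged growth (Fig 5A) is of protein. The accessibility data were not analysed here.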

Focusing on genes that exhibited both, re-establishing gene expression and restoring chromatin status in dKO-LAP* cells towards WT^FL^ status yielded a list of genes (highly correlated gene expression and chromatin status), part of which is shown in Fig 6F. Importantly, known motif search showed significant enrichment of the CEBP, ETS, and RUNX binding motifs (Fig 6G) in the genomic regions determined by the full list of ATAC peaks, as described in Fig 6F. 

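RNA levels of the genes drawn in Fig 6H are given for the same cells. Ikzf2, on chromosome 1 from 69531214 to 69687245, had 0 reads in WTFL libraries of both clones and 109 ± 35.4 normalized reads in dKO cells of clone #5, at least 27.1-fold higher. It was at least 47.9-fold higher in clone #13. In dKO-LAP* cells it had 35.5 ± 5.35, a log2 fold change of -1.55 against dKO cells (standard error 0.27, adjusted p = 0.0032, limma). Sox4 had 56.0 ± 5.52 normalized reads in WTFL, 293 ± 39.4 in dKO and 323 ± 35.5 in dKO-LAP* cells of clone #5, and LAP* did not change it detectably (log2 fold change 0.14, adjusted p = 0.72, limma). Bcl11a, on chromosome 11 from 24078056 to 24174123, had 411 ± 34.2 normalized reads in WTFL cells of clone #5, at least 121-fold more than in dKO cells. dKO and dKO-LAP* cells both lay at the floor, as did WTFL and dKO cells of clone #13.

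**Figure D3:**
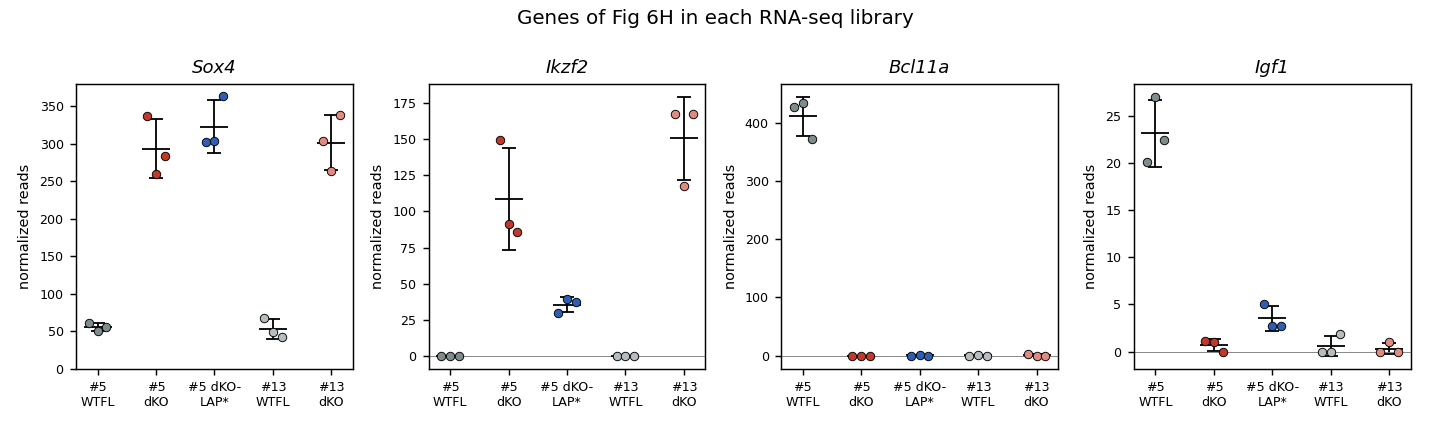
Normalized reads of Sox4, Ikzf2, Bcl11a and Igf1 in each library, with points for libraries and bars for the mean ± SD of 3 libraries per group. Bcl11a stays at the floor in dKO-LAP* cells, and Ikzf2 lies between WTFL and dKO cells there.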

Fig 6H shows that, in dKO cells, the enhanced *Sox4* and *Ikzf2* gene expression (Fig 6B) was associated with increased chromatin accessibility, whereas decreased *Bcl11a* and *Igf1* gene expression was associated with decreased ATAC peak sizes, whereas ectopic expression of LAP* restored ATAC peaks to the WT conditions (Fig 6H).

Open chromatin regions that were present in WT^FL^ cells, absent in dKO cells, and restored in dKO-LAP* cells were identified in an intronic region of the *Igf1* gene (Fig 6H) that overlapped with a super-enhancer region previously identified in monocytes and liver cells (Jiang et al, 2019). Moreover, IGF1 has been described as a growth-regulatory *MLL*-*ENL*/*Hoxa9*/*Meis1* target and as a direct C/EBPβ target gene involved in autocrine stimulation of transformed murine monocytes and in neoplasia (Pollak et al, 2004; Wessells et al, 2004; Steger et al, 2015; Collins & Hess, 2016b). 

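Igf1, on chromosome 10 from 87858265 to 87937042, had 23.2 ± 3.56 normalized reads in WTFL cells of clone #5, 0.727 ± 0.63 in dKO cells and 5.08, 2.77 and 2.74 in the dKO-LAP* libraries (mean 3.53). Its level in dKO cells was at the floor, at least 6.8-fold under WTFL (adjusted p = 1.5e-05, limma). Against dKO cells at the floor, the rise with LAP* was at least 1-fold, so counting error alone leaves no rise certain. Its fitted log2 fold change of 1.43 was not called (standard error 0.50, adjusted p = 0.13, limma, unadjusted p = 0.011), and none of 8 alternatives called it (range 0.11 to 0.33, and 0.14 to 0.35 with each library left out). Every dKO-LAP* library was above every dKO library, an order whose exact permutation p of 0.1 is the smallest that 3 libraries against 3 allow. Igf1 in dKO-LAP* cells remained 2.45 under WTFL on the log2 scale (log2 fold change -2.45, adjusted p = 0.0012, limma), except that a pseudocount of 0.1 gave an adjusted p of 0.12. In clone #13 WTFL and dKO cells both lay at the floor.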

Comparison of the *Igf1* RNA-seq reads confirmed *Igf1* gene expression in the WT^FL^ and dKO-LAP* cells, but not in the dKO cells (Fig 6I, top panel), and quantification by ELISA in tissue culture supernatants (Fig 6I, bottom panel) showed that IGF1 was produced by the WT^FL^ and dKO-LAP* cells, but not by dKO cells. Adding IGF1 (10 ng/ml) to the culture medium increased the cell number, viability (toluidine exclusion), and metabolism (WST-1 conversion) of the dKO culture (Fig 6J) but not that of the WT^FL^ or dKO-LAP* cultures (Fig 6K). Taken together, these data suggest that C/EBP family member- and isoform-specific regulation can differentially affect several *MLL*-*ENL* target genes. The data also confirm a C/EBPβ co-regulated autocrine function of IGF1 in *MLL*-*ENL* transformation.

## Discussion

Myelomonocytic commitment and differentiation into the GMP state depends on C/EBP transcription factors and is a prerequisite for the emergence of AML and LSC. Our data show that the continuous presence of C/EBP transcription factors is essential for maintaining leukemic myelomonocytic transformation by the *MLL*–*ENL* oncogene product of fetal liver hematopoietic progenitor cells in tissue culture.

A current concept of myeloid leukemogenesis suggests that LSC arise in committed progenitors that resemble GMP-like cells that acquire self-renewal capacity (Cozzio et al, 2003; Huntly et al, 2004; Jamieson et al, 2004; Krivtsov et al, 2006). As an inducer of the GMP-like state, it has been suggested that C/EBPα plays a critical role in leukemic myelomonocytic transformation. Intriguingly, once leukemic progenitor transformation is established, C/EBPα can be genetically removed, whereas the leukemic state persists (Ohlsson et al, 2014; Ye et al, 2015). Along the same lines, the initiation of oncogene-induced leukemic transformation in the absence of C/EBPα can still be achieved, if concomitant emergency granulopoiesis is induced (Ye et al, 2015). These data suggest the achievement of the GMP-like state as the most critical event in leukemic transformation, regardless of how the GMP state is achieved. However, emergency granulopoiesis elicits C/EBPβ expression (Hirai et al, 2006), and gene replacement experiments have shown that C/EBPβ expressed from the C/EBPα locus can fully complement the hematopoietic functions of C/EBPα, including differentiation into GMP (Jones et al, 2002). The alternative explanation for the maintenance of the leukemic state after removing C/EBPα, therefore, is that C/EBPα may initially pass the “GMP baton” to C/EBPβ, which in turn supports proliferation and maintains the transformed myeloid state.

Our data show that maintaining myeloid *MLL*-*ENL* transformation strongly depends on combined C/EBPβ and C/EBPα expression. The non-oncogenic dependence (Solimini et al, 2007; Nagel et al, 2016) on C/EBP transcription factors became evident from the analysis of the dKO mutants, which yielded very few clonogenic cells that consistently expressed resident C/EBPε. Genetic removal of both *Cebpa* and *Cebpb* consequently revealed a surrogate function of C/EBPε in myeloid *MLL*-*ENL* transformation. This finding is in line with several KO studies involving various members of the C/EBPα, β, δ, and ε family that revealed redundant C/EBP functions only in compound deletion mutants. Indeed, C/EBPε partially compensated for the loss of C/EBPβ during murine myelopoiesis and the innate immune response and was also compatible with the proliferative progenitor state (Akagi et al, 2010; Cirovic et al, 2017). Whether the rare event of C/EBPε expression in the *MLL*-*ENL*–transformed cultures may have occurred before or after *Cebpa* or *Cebpb* deletion, potentially reflecting *MLL*-*ENL* progenitor plasticity, or as a regulatory event that occurred under the selective pressure of *Cebpa*/*Cebpb* removal, remains to be determined.

The data suggest a compensatory backup function of C/EBPε in the surviving *Cebpa*/*Cebpb* dKO *MLL*-*ENL* cells that may maintain the minimal essential GMP condition in the absence of *Cebpa*/*Cebpb* and serve as a proxy in regulating the most critical genes involved in *MLL*-*ENL* transformation. Consistently, genetic removal of C/EBPε from dKO cells by gene editing was only possible after complementation with C/EBPβ LAP*, whereas uncomplemented cells only tolerated C/EBPε gene editing as in-frame mutations that removed parts of the negative regulatory regions of the C/EBPε protein (Angerer et al, 1999). Taken together, the results suggest the essential functions of C/EBP family members, and in particular, a privileged function of C/EBPβ LAP* in the proliferation, survival, and maintenance of the myeloid cell fate of transformed *MLL*-*ENL* cells.

Regulation of the Hox cluster target genes, including *Hoxa9* and *Meis1*, previously emerged as a hallmark of *MLL* translocation leukemia, and the combined expression of *Hoxa9* and *Meis1* was sufficient for initiating a leukemogenic progenitor self-renewal program (Armstrong et al, 2002; Ayton & Cleary, 2003; Ferrando et al, 2003; Huang et al, 2012; De Braekeleer et al, 2014; Garcia-Cuellar et al, 2016; Collins & Hess, 2016a). C/EBPα is also essential in *Hoxa9*/*Meis1*-induced leukemic transformation (Collins et al, 2014), yet *HOXA9*/*HOXA10*/*Meis1* were only partially down-regulated in the *Cebpa*/*Cebpb* dKO C/EBPε^+^ cells. We believe that the expression of resident C/EBPε in the dKO cells compensated further down-regulation beyond a lower limit, thereby functionally substituting for the absence of *Cebpa/Cebpb*, whereas cells that failed to express C/EBPε were lost. Accordingly, the most strongly affected genes in the dKO cells may therefore represent secondary functional targets, such as autocrine IGF1 stimulation, which contributed to accelerated growth and prevention of apoptosis, but may not be entirely central to leukemic transformation.

Previous research suggesting a C/EBPα-induced epigenetic state that is subsequently maintained by the MLL-ENL oncoprotein (Ohlsson et al, 2014; Roe & Vakoc, 2014) is contrasted by various lines of evidence suggesting that, in higher organisms, maintenance of the epigenetic state relies on the continuous presence of priming master regulatory transcription factors (Blau et al, 1985; Blau & Baltimore, 1991; Holmberg & Perlmann, 2012). Our data support the latter concept and suggest a prominent role for distinct C/EBP family members and isoforms in *MLL*-*ENL* transformation, reflecting a type of lineage- and differentiation state–specific non-oncogenic dependence on transformation. Pharmacological interference with the non-oncogenic C/EBP dependence on acutely transforming myelomonocytic oncoproteins could potentially extend a future clinical repertoire of treatment regimens with the aim of eradicating devastating infant AML.

## Materials and Methods

### Generation of *MLL*-*ENL*–transformed cells

Viral supernatants were produced by transfecting Plat-E cells with pMIG-GFP retroviral vector or pMSCV-MLL-ENL construct. Infectious supernatant was collected 48 and 72 h post-transfection. Mouse embryos (13.5 d) were dissected and genotyped. Hematopoietic stem and progenitor cells were isolated from the mouse fetal livers and transduced during two consecutive days by centrifugation (twice: 1 h, 900*g*) with viral supernatant and 8 μg/ml hexadimethrine bromide. After the second infection, the cells were recovered in IMDM supplemented with murine IL-3 (10 ng/ml), IL-6 (10 ng/ml), and SCF (50 ng/ml) (STEMCELL Technologies). Infected cells were selected with 500 μg/ml G418 (Sigma-Aldrich). After 14-d antibiotic selection, the cells were seeded in MethoCult M3434 (STEMCELL Technologies). Colonies formed from single cells were isolated, expanded, and analyzed. Flow cytometry was performed with LSR II or Fortessa machines (Becton Dickinson). The following antibodies from BioLegend or eBioscience were used: CD11b (M1/70), CD117 (2B8), Ly6C (AL-21), Ly6G (1A8), CD115 (AFS98), Sca1 (D7), and CD64 (X54-5/7.1).

### Cell culture

The *MLL*-*ENL*–transformed cell lines were cultured in IMDM (10% FCS, 1% penicillin/streptomycin [Gibco]) supplemented with 10 ng/ml mouse IL-3 (STEMCELL Technologies). Cells were split every 2–3 d to 1 × 10^5^ cells/ml. Plat-E cells were cultured in DMEM (10% FCS, 1% Hepes, and 1% penicillin/streptomycin [Gibco]). Transient transfections were performed using polyethylenimine (Polysciences) according to the manufacturer’s protocol.

### TAT-Cre treatment and selection of recombinant clones

Before the treatment, TAT-Cre recombinase (Millipore) was diluted to a final concentration of 4 μM in IMDM and filtered (0.2-μm low-protein-binding filter). Cell pellets of 4 × 10^5^ *MLL*-*ENL*–transformed cells were resuspended in 1 ml TAT-Cre solution, transferred to a 24-well plate, and incubated at 37°C for 20 h. The cells were washed with PBS and seeded in MethoCult M3134 (STEMCELL Technologies) supplemented with 10 ng/ml mouse IL-3. Colonies were transferred to liquid medium, expanded, and analyzed by PCR for excision of *Cebpa* and/or *Cebpb*.

### Retroviral transduction with C/EBP isoforms, GFP vector control, or BFP Cas9-sgRNA C/EBPε

Viral supernatants were produced by transfecting Plat-E cells with empty pMIG-GFP retroviral vector or pMIG-GFP constructs containing p42, p30, LAP*, LAP, or LIP, or pMSCV-BFP constructs containing Cas9 and sgRNAs targeting *Cebpe*. The cells were centrifuged with infectious supernatant collected 72 h after transfection and 8 μg/ml hexadimethrine bromide (1 h, 900*g*), and left for recovery overnight.

### Plasmids and retroviral constructs

The *MLL*-*ENL* retroviral construct has been described previously (Slany et al, 1998). C/EBPα, β isoform expression constructs, amino acid sequence, and retroviral construction have been published previously and are available on request (Kowenz-Leutz et al, 1994; Stoilova et al, 2013; Cirovic et al, 2017). pMSCV_Cas9-2A-GFP-sgRNA (#124889; Addgene) and pMSCV-U6sgRNA(BbsI)-PGKpuro2A-BFP (#102796; Addgene) were purchased (Li et al, 2016; Henriksson et al, 2019). The T2A-GFP fragment of the pMSCV GFP-Cas9–containing construct was excised by *Bam*HI/*Not*I restriction digest. The T2A-BFP marker of pMSCV-U6sgRNA(BbsI)-PGKpuro2A-BFP was amplified by PCR and cloned as a *Bam*HI/*Not*I fragment into the pMSCV Cas9 construct. BFP primer: 5′ BamHI_T2A-BFP 5′-CGCGGATCCGGAGAGGGCAGAGGAAGTCTC-3′; 5′-BFP-NotI: 5′-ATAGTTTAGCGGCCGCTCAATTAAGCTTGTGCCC-3′.

*Cebpe* sgRNAs were selected using CrispRGold (https://crisprgold.mdc-berlin.de) and CRISPOR (http://crispor.tefor.net). The sgRNAs were cloned by BbsI into the pMSCV_Cas9-2A-BFP-sgRNA vector. The C/EBPε sgRNA oligos used were 5′-CTTACCTTGAGGACACGCAA-3′, 5′-AGGGATAGGCGAATGGCCGA-3′, 5′-CTCGTTTCCTCACTACCTGC-3′, and 5′-CGCACTCATAGTAGGTCCCG-3′.

### Analysis of C/EBPε genome editing by CRISPR/Cas9 and C/EBPε sgRNAs

Total DNA was isolated from single cell clones using QuickExtract DNA Extraction Solution (Epicentre). *Cebpe* genomic exon 1 was amplified by PCR, the fragments were purified (Invisorb #1020300300; Invitek), and analyzed by Sanger sequencing (LGC Genomics). The edited sequences were analyzed using modified ICE software (Hsiau et al, 2018 *Preprint*), available from Synthego (https://www.synthego.com/products/bioinformatics/crispr-analysis). The PCR primers used for *Cebpe* exon 1 analysis were 5′-CAGGACACAGCCGAGTTCTA-3′ and 5′-CTAGGGCAAATCTAGGACCG-3′.

### Genotyping

Total DNA was isolated using QuickExtract DNA Extraction Solution (Epicentre). *Cebpa* excision was evaluated by two separate PCR for the *Cebpa* flox allele and *Cebpa* deletion. The *Cebpa* flox allele primers were 5′-TGGCCTGGAGACGCAATGA-3′ and 5′-CGCAGAGATTGTGCGTCTTT-3′; the expected product was 269 bp. The *Cebpa* deletion primers were: 5′-GCCTGGTAAGCCTAGCAATCCT-3′ and 5′-TGGAAACTTGGGTTGGGTGT-3′; the expected product was 380 bp. *Cebpb* excision was determined by competitive PCR using the following primers: 5′-GAGCCACCGCGTCCTCCAGC-3′, 5′-GGTCGGTGCGCGTCATTGCC-3′, and 5′-AGCAGAGCTGCCCCGGCAAA-3′; the reaction produced bands of 253 bp for the flox allele and 610 bp for the deleted allele.

### Immunoblotting

Total protein lysates were prepared by lysing fresh cell pellets with 0.5 M NaOH with subsequent neutralization with 0.5 M HCl. The samples were sonicated, mixed with SDS sample buffer and glycerol, and heated (3 min at 95°C). After centrifugation, the protein lysates were separated by electrophoresis and transferred to a nitrocellulose membrane using a Trans-Blot Turbo System (Bio-Rad). Protein signals were detected after incubation with antibodies against C/EBPα (14AA; Santa Cruz Biotechnology), C/EBPβ (C-19; Santa Cruz Biotechnology), C/EBPδ (C-22; Santa Cruz Biotechnology), C/EBPε (NBP1-85446; Novus Biologicals), Flag-M2 (F-1804; Sigma-Aldrich), and GAPDH (ab9484; Abcam).

### Apoptosis assay

The level of apoptosis was determined with a FITC–Annexin V Apoptosis Detection Kit I (BD Pharmingen). After washing twice with cold PBS, 1 × 10^6^ cells were resuspended in 1 ml 1× binding buffer. Cell suspension (100 μl) was transferred to a new tube and mixed with 5 μl FITC–annexin V. The samples were incubated for 15 min at room temperature in the dark. Afterward, 5 μl 7-AAD (BD Pharmingen) was added and the samples were subsequently analyzed using an LSR II flow cytometer (Becton Dickinson).

### Proliferation and metabolism assays

The *MLL*-*ENL*–transformed cells were seeded at 5 × 10^4^ cells per well in 100 μl complete IMDM in 96-well plates in triplicate. The cells were incubated for 48, 72, or 96 h at 37°C. The cell proliferation reagent WST-1 (10 μl/well; Roche) was added, gently mixed, and incubated at 37°C for 1 h. The absorbance of the samples was measured at 450 nm using an iMark microplate reader (Bio-Rad). A murine IGF-1 ELISA kit (BGK9PU89; BioGems) was applied according to the manufacturer’s protocol. For the CFSE proliferation assay, 1 × 10^6^ cells were resuspended in 1 ml 5 μM CFSE solution (BioLegend) for 20 min in the dark at room temperature. Afterward, the reaction was quenched using 5 ml cell culture medium plus 10% FCS. The cells were washed and cultured for the indicated time.

### Colony formation assay, determination of colony size and number, serial replating

The *MLL*-*ENL*–transformed cells were added to complete (10% FCS, 1% penicillin/streptomycin [Gibco]) and IL-3–supplemented (10 ng/ml) MethoCult 3134 (STEMCELL Technologies) at a final concentration of 5,000 cells per mL (if not indicated otherwise). The cell mix (1 ml) was seeded in six-well meniscus-free plates (SmartDish; STEMCELL Technologies) in triplicate. High-resolution microscopic scans were taken after 7, 10, and 14 d using an EVOS imaging system (Thermo Fisher Scientific). The number, size, and approximate cell numbers of the colonies were calculated using ImageJ software with the ColonyArea plugin. Serial replating experiments were set up with 5,000 cells per mL in MethoCult 3134 supplemented with IL-3 (10 ng/ml), IL-6 (5 ng/ml), SCF (25 ng/ml) and GM-CSF (5 ng/ml). After 7 d in culture, colony numbers were determined using the EVOS imaging system, colonies were harvested by centrifugation in culture medium, cell numbers and viability were determined, and comparable numbers of cells were re-seeded in MethoCult 3134 under the conditions described above.

### ATAC-seq

To prepare the ATAC-seq libraries, 50,000 cells were sorted into 500 μl PBS. The libraries were prepared as previously described (Buenrostro et al, 2013), with slight modifications (Lara-Astiaso et al, 2014). Briefly, the cells were lysed with 25 μl cold lysis buffer (10 mM Tris–HCl [pH 7.4], 10 mM MgCl_2_, and 0.1% Igepal CA-630) and the nuclei were pelleted by centrifugation for 25 min at 4°C and 500*g* in a swing rotor with low acceleration and brake settings. The pellet was resuspended in 25 μl reaction mix containing 2 μl Tn5 transposase and 12.5 μl TD buffer (Nextera DNA library preparation kit; Illumina), and incubated at 37°C for 1 h. Next, 5 μl cleanup buffer (900 mM NaCl, 30 mM EDTA) with 2 μl 5% SDS and 2 μl proteinase K (NEB) were added, and the samples were incubated at 40°C for 30 min. Subsequently, the DNA was purified using AMPure XP beads (Beckman Coulter) and PCR-amplified with KAPA HiFi HotStart ReadyMix (Kapa Biosystems) and indexing primers published previously (Buenrostro et al, 2013). Then, the DNA library fragments were selected for <600-bp fragments and purified using AMPure XP beads. The concentration and fragment size of the final libraries were measured using a Qubit fluorometer (Life Technologies) and TapeStation (Agilent Technologies). The samples were sequenced with an average of 25 million reads per sample using a NextSeq 500 system (Illumina).

### Sequencing data analysis

RNA-seq libraries were prepared using Illumina TruSeq stranded mRNA kit starting with 500 ng of input total RNA. Libraries included dual indices and were equimolar pooled. Paired-end 76 nt sequencing was performed on Illumina NextSeq 500 High Output v.2 flowcell. RNA-seq samples were aligned to the reference genome (mm10) using STAR (Dobin et al, 2013). Expression was quantified using HTSeq (Anders et al, 2015); downstream analysis was done with DESeq2 using the included normalization strategy (for details see Love et al [2014]) and a Benjamini–Hochberg–corrected *P*-value of 0.05 as a significance cutoff. Alterations in function induced by the different expression patterns in the conditions were assessed using GSEA using gene sets by MSigDB (Liberzon et al, 2011) and Camera (Wu & Smyth, 2012). ATAC-seq samples were preprocessed with PiGx pipelines (Wurmus et al, 2018), including alignment to a reference with Bowtie 2 (Langmead & Salzberg, 2012), to genome version mm10 and peak-calling using MACS (Zhang et al, 2008). Differential peaks were detected with DiffBind (2.14) using a corrected *P*-value of 0.05 as a cutoff (Ross-Ines et al, 2012). Known motif detection was performed using findMotifsGenome.pl in HOMER (v4.10.3) ($ findMotifsGenome.pl XXX.bed mm10 homer/ -size 200 -mask) (Heinz et al, 2010). The set of genomic regions used for motif discovery comprises the regions of those genes, that exhibited both, re-established gene expression (uncorrected *P*-value < 0.05) and restored chromatin status (corrected *P*-value < 0.05) in dKO-LAP* cells toward the WT^FL^ status.

## Data Availability

Data generated during this study have been deposited in Gene Expression Omnibus with the accession codes GSE153622, GSE153623, and GSE153624.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

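RNA-seq of MLL-ENL-transformed mouse cells was analysed here in 5 groups of 3 libraries: WTFL, Cebpa/Cebpb dKO and dKO-LAP* cells of clone #5, and WTFL and dKO cells of clone #13. The authors prepared stranded libraries, aligned paired-end reads to mm10 with STAR, counted reads per gene with HTSeq and normalized the counts with DESeq2. The paper's text does not name the gene annotation or the strand setting of the counting, so genes that overlap others are uncertain where the counting could split their reads. The deposited signal is thus a normalized read count per gene, a read count divided by 1 size factor per library. The table has 53384 rows, of which 53379 name a gene and 5 are HTSeq's counts of other reads, and these 5 held 22.4% to 26.2% of the reads of a library. It has 15 columns that match a sample and 3 that were not matched to a sample and were not used here.

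Each column was checked for a common step, and 100.0% of its values above 0 lay within 0.1 of a whole read. The size factors recovered in this way ran from 0.747 to 1.13, and DESeq2's own size factors on the recovered reads were 0.999 to 1.02 times these. Reads on genes ran from 9212237 to 13613500 per library (median 11885279), and the 10 genes with most reads took 3.75% to 5.31%. A count of 3 reads was taken as the floor. Genes without a symbol in the table (26111) took the name of the GENCODE vM21 annotation where it had one (26006). The columns of Table S1 were matched to the deposited columns by value. The copy of that table holds 1770 genes against 1779 in the overlaps of Fig 6A, so it was used for this match only.

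limma 3.58.1 in R 4.3.3 fitted log2(normalized reads + 1) with 1 mean per group over all 15 libraries and a trended prior. It compared dKO with WTFL in each clone, these effects between the clones, and dKO-LAP* with dKO and with WTFL cells in clone #5. Genes needed at least 10 normalized reads in at least 3 libraries, which kept 12673 of the 24520 genes with any read, and a Benjamini-Hochberg adjusted p under 0.05 was a call. A test on simulated data changed 200 of 12339 genes, and limma called 91.5% of them with 0.07% of the unchanged genes. The changed genes had an absolute log2 fold change of at least 1 and left out genes with the fewest reads. The called shares therefore do not cover smaller effects or such genes. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads and called 90.5% and 91.5% in that simulation. These shares are for dKO against WTFL cells in clone #5. For the difference between the clones, limma, edgeR and DESeq2 called 82%, 82% and 84.5% of the changed genes. For dKO-LAP* against dKO cells they called 94%, 94% and 96% of the 100 genes changed there. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

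The rule for the genes the text names was fixed before the data were examined: those the paper names from the RNA-seq, fixed lists of markers, and, picked from the results, the 3 genes with the largest mean rise and the 3 with the largest mean fall among genes called in the same direction in both clones without overlap of their groups. The 8 alternatives were pseudocounts of 0.1 and 5, no filter on low values, quantile normalization, a fit of only the groups compared, the replicate number as a block, edgeR and DESeq2. A limit of 1 on the absolute log2 fold change and leaving out each library in turn were set as further alternatives, which the ranges over 8 alternatives do not include. DESeq2 without the filter, on all 15 libraries or only the 2 groups compared, was added after seeing the data. The enrichment tests, the 166 core targets, the ImmGen comparison and the accessibility data of the paper were not analysed here. Values of the paper that only a figure shows were measured on the picture against its axis.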

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

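The tests of depth, exchanged libraries, the level in WTFL cells of clone #13 and eosinophils below were chosen after the results were seen.

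The dKO effect differed between clone #5 and clone #13 in 3720 genes, of which 1910 had a higher and 1810 a lower log2 fold change in clone #13, and 520 genes were called in opposite directions. The difference itself was tested, as the interaction of deletion and clone, against the spread between RNA isolations of a line. That spread does not hold the variation between deletions, clones or mice. With every library thinned to 9212237 reads, 3551 genes still differed, which argues against unequal depth as the cause. All 4 Y-linked genes tested (Ddx3y, Kdm5d, Uty and Eif2s3y) were higher in every library of clone #5 than in every library of clone #13, which argues against libraries exchanged between the clones. The clones come from different mice, and this biological difference stays open and untested.

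Single genes show the difference. For Bcl11a the effects differed by 8.88 on the log2 scale, for Igf1 by 3.70 and for Csf1r by 2.27 (adjusted p = 1.7e-07, 0.00092 and 7.0e-05, limma). For Bcl11a and Igf1 groups at the floor enter, so the size depends on the pseudocount. The Igf1 difference was not called by edgeR (adjusted p = 0.21) or DESeq2 (adjusted p = 0.11). In each case the WTFL cells of clone #13 had few reads (means of 0.35, 0.61 and 45.9). Of 879 genes lower in dKO cells of clone #5 alone with an effect that differed between the clones, 60.2% had a mean in WTFL cells of clone #13 nearer to dKO than to WTFL cells of clone #5. A low level of these genes in clone #13 before the deletion cannot be told apart from another effect of the deletion there, since the genes were chosen for not being called lower in clone #13, which itself depends on that level.

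Of 12 interferon-stimulated genes, all were lower in dKO than in WTFL cells of clone #5, none was called in clone #13, and the effect differed in 11. Bst2, Irf7 and Rtp4 of this list are drawn in the inflammatory response panel of Fig 6E and Ifit2 in its TNFα panel. Adjusted over the list alone the counts were 12 and 0, and 1 gene of the list had an unadjusted p under 0.05 in clone #13. Isg15 had 2038, 1081 and 171 normalized reads in the WTFL libraries of clone #5 and at most 15.7 in any other library, and the effects differed by 6.34 on the log2 scale (adjusted p = 5.5e-05, limma). The libraries of the WTFL cells of clone #5 thus differed from each other. Thinned to equal depth, the median log2 fold change of the list in clone #5 was -5.67, which argues against depth. The GFP vector that the labels state for dKO and dKO-LAP* cells cannot be told apart from the deletion: the list's median between dKO-LAP* and dKO cells was 0.03, and both carry the vector. A state of the WTFL culture of clone #5, such as an interferon response, stays open too.

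Epx, an eosinophil gene, rose by 11.32 on the log2 scale in dKO cells of clone #5 (adjusted p = 3.9e-11, limma), at least 669-fold, and was at least 39.8-fold higher in clone #13. Its level in dKO-LAP* cells was 272 ± 133 against 2689 ± 990.2 normalized reads in dKO cells (log2 fold change -3.33, adjusted p = 0.00052, limma), and a pseudocount of 0.1 gave an adjusted p of 0.059. Of 9 tested eosinophil genes, 9 were higher in dKO cells of clone #5. In clone #13, 6 were higher and 1, Ear2, was lower, which 6 of 8 alternatives called. In dKO-LAP* cells, 8 were lower than in dKO cells. Adjusted over the list alone these counts were the same. For LAP*, 7 of 8 alternatives called Ear1, Ear2, Ear6 and Alox15, with adjusted p of at most 0.064, 0.15, 0.096 and 0.35. With each library left out, the highest adjusted p was 0.089 for Ear2 and 0.11 for Alox15. Prg2, Prg3 and Il5ra were called by all 8 and with each library left out. Prg2 and Alox15 of this list are also drawn in Fig 6F. Eosinophils among the cultured cells cannot be told apart from expression by the transformed cells: that 0 genes of the list were lower in dKO cells of clone #5 restates the pattern and decides nothing. Ccr3 of the same list lay at the floor in all groups and Ear2 had at most 11.0 normalized reads in any library of clone #13, too few to decide.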

How the results depend on the processing

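Of the effects of single genes that were followed, 86 kept their direction and side of the threshold under every alternative. Over the others, 56 alternatives lost a call, 25 gained one and 9 reversed a direction or left an effect of 0.00. These 9 all concern effects that were not called. In clone #13 Cebpd (0.016) and Igf2r (0.066) reversed without dKO replicate 3, and Rel (0.054) without WTFL replicate 1. Cdkn2b reversed there with quantile normalization (0.006) and without dKO replicate 2 (0.27). Bcl11a reversed there without dKO replicate 1 (-0.35). Igf1 reversed there with quantile normalization (0.17) and without WTFL replicate 3 (0.33). The effect of LAP* on Bcl11a fell to 0.00 without LAP* replicate 2, which is no reversal. The left-out values ran from -0.13 to 0.02 for Cebpd, from -0.68 to 0.27 for Cdkn2b, from -0.80 to 0.07 for Igf2r, from -0.22 to 0.05 for Rel, from -0.35 to 0.54 for Bcl11a in clone #13, from 0.00 to 0.47 for Bcl11a with LAP*, and from -0.50 to 0.33 for Igf1.

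A limit of 1 on the absolute log2 fold change counts fewer genes by its construction. It gave 778 higher and 971 lower in clone #5, 526 and 915 in clone #13, 236 and 382 in both clones, 109 in opposite directions, 1661 that differed between the clones, 69 higher and 154 lower with LAP* against dKO, and 1605 that differed between dKO-LAP* and WTFL cells. The other alternatives set before the data were examined left the counts for dKO against WTFL within 1.5 times, also with each library left out. Quantile normalization turned the split of higher and lower from 2170 and 2516 to 2681 and 2052 in clone #5, and from 721 and 1060 to 926 and 868 in both clones. In clone #13 it turned the split from 2211 and 2549 to 2416 and 2289. The cause was not tested.

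The LAP* counts depended most on the processing. Only the groups compared gave 86 higher genes, and DESeq2 gave 265 higher and 522 lower. Leaving out each library in turn gave 75 to 175 higher and 196 to 312 lower genes, the highest of both without LAP* replicate 1; without dKO replicate 1 there were 91 and 242, without dKO replicate 2 79 and 199, without dKO replicate 3 142 and 224, without LAP* replicate 2 75 and 222, and without LAP* replicate 3 80 and 196. Fewer samples enter these fits. The share moved back was 6.16% with a pseudocount of 0.1, 8.24% with 5, 6.09% without the filter, 6.36% with only the groups compared and 10.1% with DESeq2, and 3.83% to 9.04% with each library left out (3.83% without LAP* replicate 3, 4.08% without LAP* replicate 2 and 4.54% without dKO replicate 2). The cause was not tested.

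DESeq2 without the filter and DESeq2 without the filter on only the groups compared were chosen after seeing the data. They gave shares of 9.77% and 11.2%, and the latter 272 genes higher with LAP* and 343 in opposite directions. Of calls made by limma, the first lost Pcp4l1 in clone #5 (0.058), Pde7a (0.10) and Ltf (0.093) in clone #13, and the differences between the clones for Igf2r (0.066) and Igf1 (0.13). The second lost Pcp4l1 (0.17), Igf2r (0.099), Adra2a (0.062) and Rela (0.078) in clone #5 and Pde7a (0.21) and Ltf (0.27) in clone #13. Both gained Havcr2 in clone #5 (0.042 and 0.027), the first Relb (0.037) and the second Hoxa9 (0.0038) in clone #13. The cause was not tested.

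The replicate numbers do not pair the samples: deviations from the group means correlated by -0.32 to 0.30 between libraries of the same number, across genes. With the replicate number as a block, 2108 genes were higher and 2449 lower in clone #5, 2150 and 2469 in clone #13, and 150 and 338 with LAP* against dKO.

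For dKO against WTFL in clone #5, 1 of the 10 splits of the 6 libraries gave as many called genes, the real one. The same held for clone #13 and for LAP* against dKO. The other splits gave 0 genes each, with 212 to 1546, 157 to 822 and 195 to 1663 genes at an unadjusted p under 0.05. Each of them mixes libraries of both groups, so the real difference enters the spread and holds calls down. Nothing is drawn from the 0 for this reason. With 10 splits the share cannot fall under 0.1. The low reads of genes such as Igf1, Col18a1 and Cdkn2b limit their tests.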

Differences from the paper's values

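The paper gives a p of 0.07 for Hoxa9 without naming the clone. Its sentence does not say whether this p is adjusted. The adjusted p from limma was 0.013 in clone #5 and 0.11 in clone #13, and the unadjusted p was 0.0034 and 0.050, of which the value of clone #13 lies within 1.5 times of the paper's. For the adjusted p in clone #5, among the alternatives set before the data were examined, leaving out WTFL replicate 2 (0.052) or dKO replicate 3 (0.061) came within 1.5 times of the paper's value and the others did not. In clone #13 quantile normalization (0.093), the replicate block (0.085) and leaving out dKO replicate 1 (0.076) did, and the others did not. The added DESeq2 fits, chosen after seeing the values, did not, and the one on only the groups compared called Hoxa9 in clone #13 (0.0038).

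For Igf1 the figure gives a p of about 0.004 for dKO against WTFL and about 0.045 for dKO-LAP* against dKO, read from Fig 6I, which does not name the test. The adjusted p from limma was 1.5e-05 and 0.13 in clone #5. A pseudocount of 0.1 (0.0037) came within 1.5 times of the first value and no other alternative did. None of the alternatives set before the data were examined came within 1.5 times of the second. The unadjusted p for the second was 0.011.

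The paper lists Hoxa10 among the genes changed by less than 2-fold, and Fig 6B marks it as changed by more. Its log2 fold change was -1.29 in clone #5 and -0.72 in clone #13. It describes Cebpd as largely unchanged, while the log2 fold change in clone #5 was 0.71 (adjusted p = 0.00056, limma). The paper states that Igf2r and Adra2a were higher in dKO cells. In clone #13 the log2 fold change of Igf2r was -0.47, and that of Adra2a was 1.16 with an adjusted p of 0.12, where a pseudocount of 0.1 (0.019) and quantile normalization (0.015) called it.

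The paper states that Csf1r, Rel, Rela and Relb were lower in dKO cells. In clone #13 the log2 fold changes were 0.43, -0.10, -0.09 and -0.76, none of them called. Relb in clone #13 was called with a pseudocount of 5 (0.0497), the replicate block (0.035), edgeR (0.042), DESeq2 (0.027), without WTFL replicate 1 (0.021) or dKO replicate 3 (0.032), and with DESeq2 without the filter, chosen after seeing the values (0.037). Among the HOXA9-repressed genes, Havcr2 was not called in clone #5. A pseudocount of 5 (0.020), quantile normalization (0.048), only the groups compared (0.043), the replicate block (0.013), edgeR (0.033), DESeq2 (0.029) and leaving out WTFL replicate 3 (0.031) called it, as did DESeq2 without the filter on all libraries (0.042) and on the groups compared (0.027), both chosen after seeing the values. Gzmb, Rgs10 and Col18a1 were not called in clone #13, where a pseudocount of 0.1 called Gzmb (0.045).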

Other observations

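The X-inactivation gene Xist and the Y-linked genes were on or off alike in all groups of a clone: 0 of these genes were on in one group and off in another. The explanation that a dKO line came from another parental clone cannot be told apart from a shared origin, since clones of 1 mouse share these genes. Xist had at most 1.80 normalized reads in any library, and the Y-linked genes had reads in all libraries of clone #5 and at most 2.09 normalized reads in those of clone #13.

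Of the 10 secondary granule genes, 4 were higher in dKO cells of both clones. In clone #5, 7 were higher and 1 lower, and in clone #13, 5 were higher and 2 lower. Ltf rose by 6.55 on the log2 scale in clone #5 and by 0.93 in clone #13, effects that differed by -5.63 (adjusted p = 2.6e-07, limma). In clone #13 Ltf was not called without WTFL replicate 1 (0.087), dKO replicate 1 (0.077) or dKO replicate 2 (0.072), with DESeq2 (0.077) or with only the groups compared (0.15). Ltf fell from 3629 ± 325 normalized reads in dKO to 370 ± 60.7 in dKO-LAP* cells (adjusted p = 1.8e-05, limma). Of the 10 genes, 8 were called lower in dKO-LAP* than in dKO cells, 9 when adjusted over the list alone, and all 10 had a lower value, with a median log2 fold change of -1.76, while the log2 fold change of Cebpe was -0.23 and was not called. That C/EBPε drives this programme in dKO cells cannot be told apart from other differences of the dKO cells, since 4 of 10 genes rose in both clones and the list fell with LAP* without a called change of Cebpe RNA. Cebpe RNA does not decide this either, since the paper's blots (Fig 5A) show C/EBPε protein lost in LAP*-complemented cells after long culture. Protein in the sequenced cells was not examined here.

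Other lists fixed before the data were examined gave these counts. Of 12 tested monocyte and macrophage genes, 0 were higher and 10 lower in clone #5, and 2 higher and 4 lower in clone #13. Of 5 tested mast cell and basophil genes, 5 were higher and 0 lower in clone #5, and 3 higher and 1 lower in clone #13. Of 6 tested megakaryocyte and erythroid genes, 4 were higher and 2 lower in clone #5, and 3 higher and 1 lower in clone #13. Of 5 tested primary granule genes, 3 were higher and 0 lower in clone #5, and 3 higher and 2 lower in clone #13. Of 8 tested Hoxa and Meis genes, 1 was higher and 3 lower in clone #5, and 2 higher and 1 lower in clone #13. Of 8 genes of the surface markers of Figs 2A and S1A, 5 were higher and 2 lower in clone #5, and 3 higher and 1 lower in clone #13. Adjusted over the list alone, 11 monocyte and macrophage genes were lower in clone #5 and 5 in clone #13, 4 mast cell and basophil genes were higher in clone #13, and the other counts were the same. Each 0 here was also 0 at an unadjusted p under 0.05. The first principal component separated the clones, and the second, with 29.4% of the variance, separated WTFL from dKO cells, with dKO-LAP* near dKO.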
